# Hyperactive Natural Killer cells in *Rag2* knockout mice inhibit the development of acute myeloid leukemia

**DOI:** 10.1038/s42003-023-05606-3

**Published:** 2023-12-21

**Authors:** Emi Sugimoto, Jingmei Li, Yasutaka Hayashi, Kohei Iida, Shuhei Asada, Tsuyoshi Fukushima, Moe Tamura, Shiori Shikata, Wenyu Zhang, Keita Yamamoto, Kimihito Cojin Kawabata, Tatsuya Kawase, Takeshi Saito, Taku Yoshida, Satoshi Yamazaki, Yuta Kaito, Yoichi Imai, Tamami Denda, Yasunori Ota, Tomofusa Fukuyama, Yosuke Tanaka, Yutaka Enomoto, Toshio Kitamura, Susumu Goyama

**Keywords:** Acute myeloid leukaemia, Immunosurveillance

## Abstract

Immunotherapy has attracted considerable attention as a therapeutic strategy for cancers including acute myeloid leukemia (AML). In this study, we found that the development of several aggressive subtypes of AML is slower in *Rag2*^−/−^ mice despite the lack of B and T lymphocytes, even compared to the immunologically normal C57BL/6 mice. Furthermore, an orally active p53-activating drug shows stronger antileukemia effect on AML in *Rag2*^−/−^ mice than C57BL/6 mice. Intriguingly, Natural Killer (NK) cells in *Rag2*^−/−^ mice are increased in number, highly express activation markers, and show increased cytotoxicity to leukemia cells in a coculture assay. B2m depletion that triggers missing-self recognition of NK cells impairs the growth of AML cells in vivo. In contrast, NK cell depletion accelerates AML progression in *Rag2*^−/−^ mice. Interestingly, immunogenicity of AML keeps changing during tumor evolution, showing a trend that the aggressive AMLs generate through serial transplantations are susceptible to NK cell-mediated tumor suppression in *Rag2*^−/−^ mice. Thus, we show the critical role of NK cells in suppressing the development of certain subtypes of AML using *Rag2*^−/−^ mice, which lack functional lymphocytes but have hyperactive NK cells.

## Abstract (web summary)

Natural Killer (NK) cells play a role in suppressing the development of certain subtypes of acute myeloid leukemia as shown by employing *Rag2*^−/−^ mice as model system, which lack functional lymphocytes but have hyperactive NK cells.

## Introduction

Acute myeloid leukemia (AML) is an aggressive form of hematological malignancy with uncontrolled overproduction of myeloid cells^1^. Hematopoietic stem cell transplantation (HSCT) is currently the only curative therapy for AML owing to the graft versus leukemia (GVL) effect, which is mainly mediated by alloreactive donor T cells^2,3^. T cells represent a major component of the adaptive immune system. Cytotoxic CD8^+^ T cells recognize tumor cells through major histocompatibility complex class I (MHC-I) with peptides from aberrant cancer specific proteins. Recently, innovative T-cell-based cancer immunotherapies, such as chimeric antigen receptor (CAR)-T cells, bispecific T-cell engagers (BiTEs) and checkpoint inhibitors have been developed^4,5^. Although these therapies that harness anticancer-cell activity have shown stellar success in the treatment of solid and B-cell tumors, few have reached clinical use yet for AML.

In addition to the adaptive immune system, increasing evidence supports a role for innate immune effector cells, such as Natural killer (NK) cells, in tumor surveillance^6^. NK cells are innate lymphoid cells that control viruses and tumors through cytotoxicity and cytokine production. The killer-cell immunoglobulin-like receptors on NK cells interact with MHC-I on target cells, which inhibits NK cell function. Therefore, NK cells preferentially kill cells lacking self-MHC-I expression. Given that MHC-I downregulation is an important mechanism for evading T-cell immune surveillance, NK cells can complement T-cell immunity to eradicate T-cell-resistant tumors with low MHC-I expression. NK cell activity is also regulated by multiple inhibitory (e.g., CD94/NKG2A) and activating receptors (e.g., CD94/NKG2D)^6^. Interestingly, a recent study showed that AML cells that do not express NKG2D ligands have the stemness characteristics^7^, indicating that leukemia stem cells (LSCs) in AML can escape the NK cell immune recognition. The anti-tumor activity of NK cells was first demonstrated by Ruggeri et al. who observed that AML patients whose donor-derived NK cells had alloreactivity in GVL direction showed a significantly superior survival^8^. Since then, NK cell-based immunotherapy, such as adoptive NK cell transfer and CAR-NK cells, have attracted considerable attention as promising options to treat AML^9^.

To understand the role of functional immune system in AML progression, we have used several mouse myeloid tumor models driven by MLL-AF9, RUNX1-ETO9a, ASXL1/RUNX1 mutations and ASXL1/SETBP1 mutations. MLL-AF9 is a fusion gene resulting from the chromosomal translocation t(9;11)(p22;q23) and has the potent leukemogenic potential to transform hematopoietic progenitor cells into AML cells^10,11^. RUNX1-ETO is one of the most frequent cytogenetic abnormalities in AML, resulting from the chromosomal translocation t(8;21)(q22;q22)^12^. RUNX1-ETO9a, a splice variant of RUNX1-ETO with stronger leukemogenic potential, can transform mouse bone marrow cells into AML cells^13^. ASXL1 is an epigenetic regulator and the mutations in *ASXL1* gene often coexist with *RUNX1* and *SETBP1* mutations in myelodysplastic syndromes (MDS) and AML^14^. We transduced these oncogenes into mouse bone marrow progenitor cells, transplanted them into recipient mice, and produced AML or MDS/AML in mice. The oncogene-driven mouse AML and MDS/AML cells were then enriched for leukemia stem cell activity by serial transplantations. These engineered myeloid tumors can engraft and initiate leukemia even in non-irradiated recipient mice with functional immune system, which allows us to assess the role of tumor immunity in myeloid leukemogenesis.

Using the MLL-AF9-driven AML model, we previously showed that checkpoint inhibitors augmented the therapeutic effects of the p53-activating drug on AML^15^. However, the relative importance of T/B lymphocytes and NK cells during AML progression remained unclear. To address this question, we compared the latencies of MLL-AF9-induced AML in immunologically normal wild-type (WT) C57BL/6 mice, *Rag2*^−/−^ mice lacking mature T and B cells, and NSG mice lacking T, B and NK cells^16^. This experiment led to the intriguing discovery that the development of AML was inhibited in *Rag2*^−/−^ mice that lack T/B lymphocytes but have hyperactive NK cells.

## Results

### Unexpected delay of AML development in *Rag2*^−/−^ mice

We first established a mouse model for MLL-AF9 leukemia. We transduced MLL-AF9 (coexpress GFP) into mouse bone marrow progenitor cells, and transplanted the cells into sublethally irradiated recipient mice. All recipient mice developed AML around 2 months after transplantation. We collected GFP^+^ leukemia cells from spleens of the moribund mice, and enriched for leukemia stem cell activity by serial transplantation through secondary, tertiary, and quaternary recipient mice after sublethal irradiation. The MLL-AF9-expressing AML cells were then maintained in non-irradiated recipient mice through serial (more than 10 times) transplantations. These aggressive MLL-AF9 cells were then transplanted into WT, *Rag2*^−/−^ or NSG mice to determine the role of specific immune cells in the development of AML (Fig. 1a). Consistent with our previous results^15^, we observed earlier onset of AML in the immunodeficient NSG mice. Surprisingly, AML progression was significantly slower in *Rag2*^−/−^ mice even compared to WT mice with normal immune function (Fig. 1b). Engraftment of AML cells in peripheral blood was profoundly reduced in *Rag2*^−/−^ mice (Fig. 1c), and the splenomegaly induced by the infiltrated MLL-AF9 cells was not evident in *Rag2*^−/−^ mice (Fig. 1d). Thus, the development of AML was slowed in *Rag2*^−/−^ mice despite the lack of mature T and B lymphocytes. We then assessed the effect of the p53-MDM2 interaction inhibitor, DS-5272^17^, on survival time in WT and *Rag2*^−/−^ mice transplanted with MLL-AF9 cells. Strikingly, DS-5272 treatment showed drastic antileukemia effect in *Rag2*^−/−^ mice and cured most of leukemia-bearing mice, which was rarely achieved in WT mice (Fig. 1e). Thus, *Rag2*^−/−^ mice have the unexpected tumor-suppressive environment for MLL-AF9-induced AML. Given that several studies have shown the antitumor effect of NK cells against MLL-fusion leukemia^18,19^, these results also suggest the involvement of NK cells, which are retained in *Rag2*^−/−^ mice, in suppressing the development of AML.

**Fig. 1:**
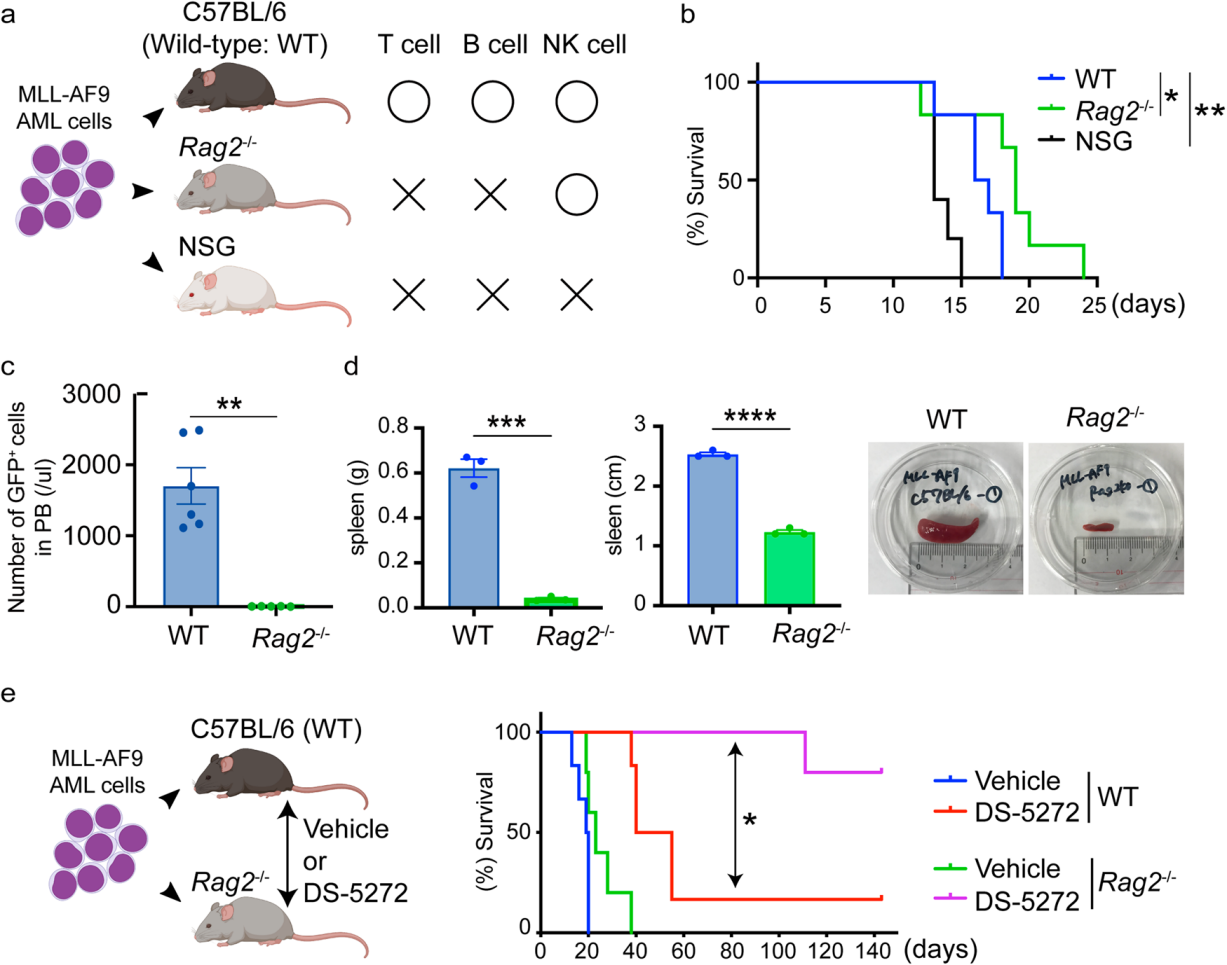
Delayed development of MLL-AF9-induced AML in *Rag2*^−/−^ mice. **a** Experimental scheme used in **b**–**d**. Mouse bone marrow cells were transformed by MLL-AF9 and enriched for leukemia stem cell activity by serial transplantations (more than 10 times). The MLL-AF9 cells with strong leukemogenicity were then transplanted into wild-type (WT) C57BL/6 mice, *Rag2*^−/−^ mice, or NSG mice. Figures were created with BioRender (https://app.biorender.com/). **b** Kaplan–Meier survival curves of female WT, *Rag2*^−/−^ or NSG mice transplanted with MLL-AF9 cells are shown. (WT: *n* = 6, *Rag2*^−/−^: *n* = 6, NSG: *n* = 5). *P < 0.05, **P < 0.01; log-rank test. **c** Number of GFP^+^ MLL-AF9 cells in peripheral blood of WT and *Rag2*^−/−^ mice. PB was collected 11 days after transplantation. Data are shown as means ± s.e.m. [*n* = 6 (male: *n* = 3, female: *n* = 3) for each group]. **P < 0.01；two-tailed Mann–Whitney test. **d** Weight (left) and size (middle) of spleens collected from WT or *Rag2*^−/−^ mice 11 days after transplantation. Representative pictures of the spleen were also shown (right). Data are shown as means ± s.e.m. (*n* = 3 for each group, male). ***P < 0.001, ****P < 0.0001; two-tailed Student’s *t* test **e** Kaplan–Meier survival curves of MLL-AF9-bearing WT or *Rag2*^−/−^ mice treated with vehicle control or DS-5272 (100 mg/kg, three times weekly for 2 weeks, starting 3 days after transplantation). [WT/Vehicle: *n* = 6 (male/female = 3/3), WT/DS-5272: *n* = 6 (*m*/*f* = 3/3), *Rag2*^−/−^/Vehicle: *n* = 5 (m/f = 2/3), *Rag2*^−/−^/DS-5272: *n* = 5 (*m*/*f* = 3/2)]. *P < 0.05; log-rank test. Figures (left) were created with BioRender (https://app.biorender.com/).

### MHC-I depletion suppresses MLL-AF9-driven leukemogenesis in WT and *Rag2*^−/−^ mice

Next, we assessed expression profiles of MLL-AF9 cells collected from moribund WT mice, *Rag2*^−/−^ mice and NSG mice. 

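The MLL-AF9 cells carry a fusion oncogene together with GFP and had been passed through many mice in turn before this transplantation. *Rag2*-/- hosts lack mature T and B cells, and NSG hosts lack T, B and NK cells. The RNA-seq data comprise 12 libraries, 4 from female mice of each host. RNA was extracted from GFP+ leukemia cells, and mRNA was selected with poly-T beads and sequenced from both ends. The authors aligned the reads to mm10 with HISAT2, counted them per gene and converted the counts to TPM (transcript abundances on a common total), which is the deposited unit. Each library sums to 1000000 TPM over 55401 genes, of which 27734 are listed at 0 in every library. Read counts were not part of the file, so the depth was estimated from the spacing of the lowest TPM values and the exon lengths of GENCODE M21, a gene annotation on the same genome (GRCm38). Between 63.1% and 66.1% of the genes under 20 estimated reads then came out at whole numbers of reads. In units of 1000000 reads, the estimates ranged from 8.00 to 13.6 in WT libraries (median 8.46), from 8.68 to 21.4 in *Rag2*-/- libraries (median 14.2) and from 9.50 to 16.6 in NSG libraries (median 10.0). At these depths, 3 reads on a transcript of 1 kb correspond to 0.499 to 1.29 TPM. The 10 most abundant genes took 6.56% to 7.25% of the TPM of a library. From the deposited values, log2(TPM + 1) was computed, and the 15026 genes with a mean of at least 1 TPM over the 12 libraries were tested.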

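The 3 hosts were compared with limma, which fits a linear model to each gene, in a single fit over all libraries. Genes were called at a Benjamini-Hochberg adjusted p-value below 0.05 and a log2 fold change beyond 0.5, the limits given in the paper's methods. In cells from *Rag2*-/- mice, 172 genes were higher and 49 lower than in cells from WT mice. In 218 of these 221 genes, the 4 libraries of one host all lay above the 4 of the other, and 16.9% of all genes tested were parted in this way, against 2.86% by chance. Compared with NSG mice, 29 genes were higher and 3 lower, all of them without overlap, as were 6.59% of all genes tested. Between NSG and WT mice 0 genes were called, and 1377 genes had an unadjusted p under 0.05, against 3146 between *Rag2*-/- and WT mice and 1888 between *Rag2*-/- and NSG mice. Testing all genes above 0 in any library instead of those with a mean of at least 1 TPM left 91 genes higher than in WT mice, and leaving out the limit on the fold change gave 309, the lowest and the highest count among the settings tried on all 12 libraries. With each library left out in turn, the same count ranged from 41 (without WT replicate 2) to 246 (without NSG replicate 3), and the count higher than in NSG mice from 4 (without *Rag2*-/- replicate 3 or NSG replicate 2) to 76 (without NSG replicate 3). Over the other settings, some chosen after seeing the data, the count higher than in NSG mice ranged from 4 to 48. The libraries also parted along another line, *Rag2*-/- replicates 3 and 4 with NSG replicates 1 and 2 against the rest. Among the 35 ways to split the *Rag2*-/- and NSG libraries into 4 and 4, this other split gave 32 genes called, as many as the hosts. With this other split as a factor, chosen after seeing the data, 113 genes were higher than in WT mice and 13 higher than in NSG mice. Of the 29 genes higher than in NSG mice, 23 were also higher than in WT mice. Both comparisons share the *Rag2*-/- libraries. Across genes, which are not independent replicates, their log2 fold changes correlated at 0.64, against 0.497 in 20 simulations in which nothing but the shared group linked them. The simulated noise was drawn separately for each gene, while many real genes moved together along the other split. The simulations therefore cannot tell whether 0.64 exceeds what the shared libraries give.

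*S100a9* (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was at 474 ± 234 TPM (SD, n = 4) in cells from *Rag2*-/- mice, 24.9 ± 4.44 in cells from WT mice and 28.0 ± 9.61 in cells from NSG mice. Its log2 fold change was 4.00 (SE 0.40, adjusted p = 0.00242 in limma) against WT and 3.89 (SE 0.40, adjusted p = 0.00165) against NSG. It stayed between 3.75 and 4.49 against WT with each library left out. *Ngp* (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012) reached 208 ± 94.4 TPM in *Rag2*-/-, 16.4 ± 3.98 in WT and 16.4 ± 2.14 in NSG libraries, with log2 fold changes of 3.46 and 3.43. *Retnlg* (ENSMUSG00000022651) had the largest log2 fold change among the genes called in both comparisons, 4.11 against WT and 5.26 against NSG. The latter value depends on the pseudocount, since *Retnlg* was at 0.824 ± 0.815 TPM in NSG libraries, and was 6.80 with a pseudocount of 0.1. These 3 genes belong to a list of 25 neutrophil genes, of which 22 of the 23 tested were higher in both comparisons. The list was written after the study's own gene lists, called on these libraries, had been read. Those hold 21 of the 25 genes, so the count is not independent evidence. *Mpo* (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413) was lower, at 145 ± 97.0 TPM in *Rag2*-/- against 553 ± 38.1 in WT and 442 ± 203 in NSG libraries. Its log2 fold change against WT was −2.13 (SE 0.39, adjusted p = 0.0189), and the adjusted p ranged from 0.00247 to 0.0648 with 1 library left out, rising above 0.05 without WT replicate 2 or 3 or *Rag2*-/- replicate 2 or 3. Against NSG, *Mpo* was not called (log2 fold change −1.69, adjusted p = 0.0968). There *Rag2*-/- replicate 4 (287 TPM) lay above NSG replicate 3 (219 TPM), and the adjusted p ranged from 0.0138 (without *Rag2*-/- replicate 4) to 0.283 (without *Rag2*-/- replicate 3), with a call also without NSG replicate 3. The difference between the comparisons was not tested. *Rhox5* fell by 1.30 against WT and by 1.33 against NSG (adjusted p = 0.0250, and up to 0.113 without *Rag2*-/- replicate 3). *Mir7089*, also called lower than in WT (adjusted p = 0.0253, and up to 0.0846 without *Rag2*-/- replicate 3), was at 6.01 ± 0.326 TPM in WT libraries, which on its exon length of 68 bases is 1 to 1.5 estimated reads per library. It is listed at 0 in all 4 *Rag2*-/- libraries and in 2 of the 4 NSG libraries, and was not called against NSG (adjusted p = 0.342). The paper reasons from these comparisons, by clustering the libraries and testing the genes higher in *Rag2*-/- mice for GO terms and gene sets (Fig. 2a–c), to its conclusion on the expression profile.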

Interestingly, AML cells from *Rag2*^−/−^ mice showed distinct gene expression profile compared to those from other mice, including upregulation of genes related to innate immune and inflammatory responses (Fig. 2a–c, Supplemental Fig. 1, Supplementary Data 1). In accordance with the enhanced inflammation, surface expression of MHC-I (H2-Kb) was upregulated in AML cells from *Rag2*^−/−^ mice (Fig. 2d). Other ligands for NK cell receptors, Qa-1b, Rae1, Mult1, were not strongly expressed in MLL-AF9 cells (Fig. 2e). These data indicate that MHC-I upregulation driven by the increased inflammatory signal may provide survival benefit to AML cells specifically in *Rag2*^−/−^ mice. To test this possibility, we assessed the role of B2m, a component of MHC-I, in MLL-AF9-induced leukemogenesis. We transduced Cas9 together with a tRFP657-coexpressing non-targeting (NT)-single guide RNA (sgRNA) or two independent sgRNAs targeting *B2m* into MLL-AF9 cells. These cells were cultured in vitro or directly transplanted into WT, *Rag2*^−/−^ and NSG mice (Fig. 3a). Decrease of H2-Kb expression in the B2m-targeting sgRNA-transduced cells was confirmed by FACS (Fig. 3b). Although B2m depletion did not change the growth of MLL-AF9 cells in vitro and in NSG mice, it inhibited AML progression in WT and *Rag2*^−/−^ mice, as evidenced by the decrease of tRFP657^+^ cells (B2m-sgRNA-transduced cells) (Fig. 3c, d). We also found that most tRFP657^+^ cells expressed H2-Kb in WT and *Rag2*^−/−^ mice, while those in NSG mice lost H2-Kb expression (Fig. 3e). The data indicate that MLL-AF9 cells cannot grow well in the absence of MHC-I expression in WT and *Rag2*^−/−^ mice, and it is likely that a small fraction of MLL-AF9 cells that escaped sgRNA-mediated B2m excision expand and predominate over B2m-deficient leukemia cells. Given that loss of MHC-I is known to enhance the NK cell-mediated cytotoxicity, these results suggest the important role of NK cells to inhibit the development of MLL-AF9-induced AML. Consistent with these findings, a co-culture assay with NK cells and MLL-AF9 cells revealed that B2m depletion enhanced NK cell-mediated anti-leukemic effect against MLL-AF9 cells (Fig. 3f).

**Fig. 2:**
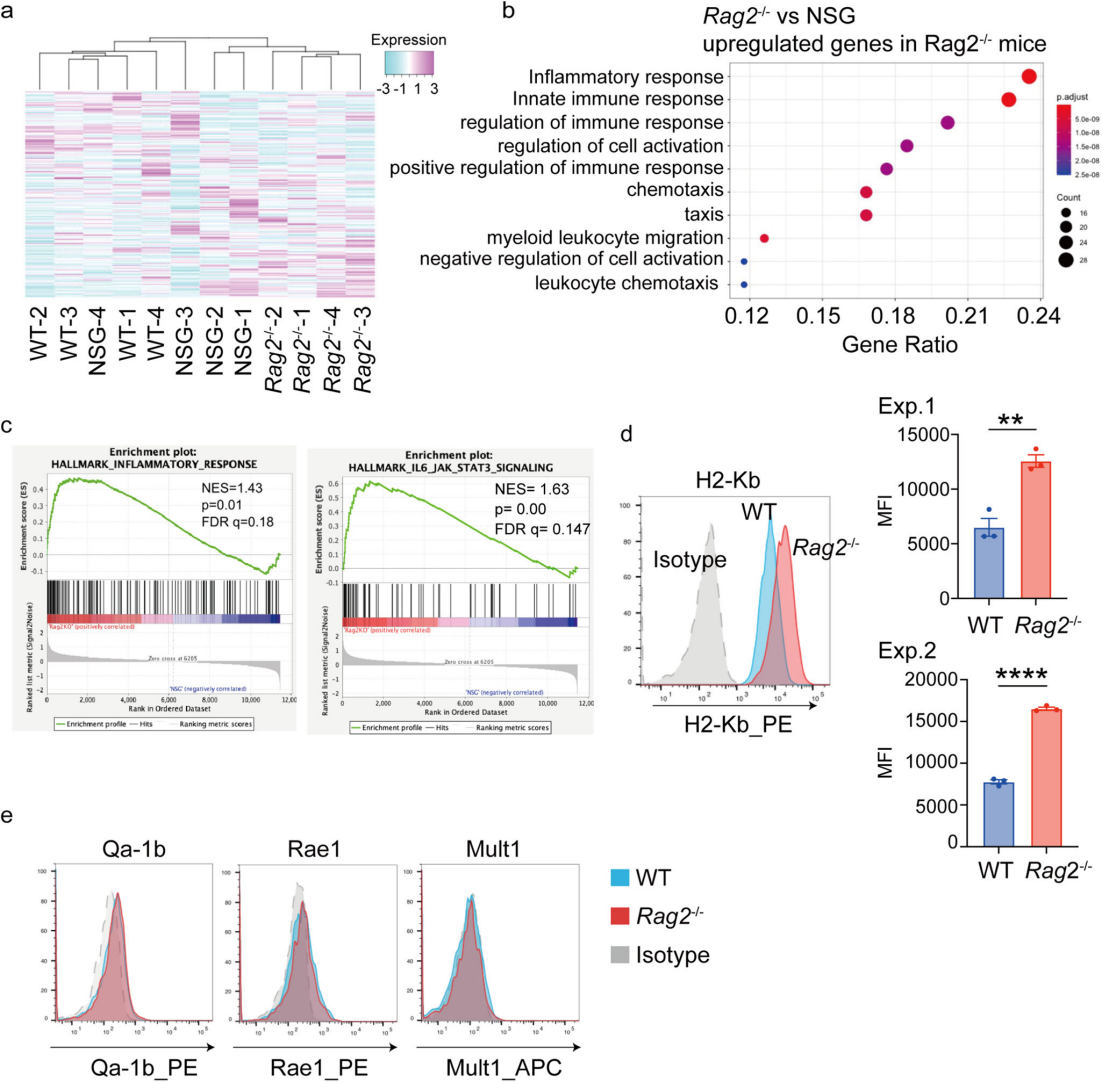
Increased expression of MHC class I in AML cells in *Rag2*^−/−^ mice. **a** Hierarchical clustering of the RNA-Seq data of MLL-AF9 cells collected from female WT, *Rag2*^−/−^ or NSG mice, showing distinct expression pattern of *Rag2*^−/−^ mice-derived MLL-AF9 cells (*n* = 4 for each group). **b** GO analysis of upregulated genes in MLL-AF9 AML cells collected from *Rag2*^−/−^ mice compared with those from NSG mice. Inflammation- and immune-related genes were upregulated in MLL-AF9 cells collected from *Rag2*^−/−^ mice. See also Supplemental Fig. 1. **c** GSEA of upregulated genes in MLL-AF9 AML cells collected from *Rag2*^−/−^ mice compared with those from NSG mice, showing the enrichment of genes related to the inflammatory response and IL-6-JAK-STAT3 pathway. **d** Expression of MHC class I (H2-Kb) on MLL-AF9 cells collected from male WT or *Rag2*^−/−^ mice. Representative histograms (left) and bar graphs of quantification data showing the MFI of H2-Kb from two independent experiments (right) are shown. Data are means ± s.e.m. (*n* = 3 for each group). **P < 0.01, ****P < 0.0001; Student’s *t* test. **e** Expression of ligands for NK cell receptors (Qa-1b, Rae1, Mult1) on MLL-AF9 cells collected from WT or *Rag2*^−/−^ mice.

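The clustering was repeated on the TPM of the 15026 genes, each transformed to a Z score, with Euclidean distance and complete linkage. The 4 *Rag2*-/- libraries shared a branch, which NSG replicates 1 and 2 joined, while the 4 WT libraries grouped with NSG replicates 3 and 4. The distance between libraries was 150 ± 8.14 (SD over 6 pairs) within *Rag2*-/- mice, 148 ± 12.7 within WT mice and 186 ± 30.3 within NSG mice. Between hosts it was 176 ± 19.5 for *Rag2*-/- and WT mice, 178 ± 18.9 for *Rag2*-/- and NSG mice and 172.7 ± 23.2 for WT and NSG mice (SD over 16 pairs). The mean distance from *Rag2*-/- libraries to the others exceeded that among them by 27.5. An exact one-sided permutation test over all choices of 4 of the 12 libraries gave p = 0.00808, with 4 choices as large including the real one, and the smallest p it can give is 0.00202. Leaving out *Rag2*-/- replicate 1 moved the exact p most, to 0.0424, and in the other fits without a library it lay from 0.00303 upwards. The tree itself changed with the distance used. The smallest branch with all *Rag2*-/- libraries held 8 libraries on log2 values without Z scores and all 12 with 1 minus the Pearson correlation. It held the 4 *Rag2*-/- libraries alone on Z scores of log2 values. The same was so with genes of at least 1 TPM in every library and with all genes above 0.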

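Among genes of innate sensing and inflammation, *Tlr13* (ENSMUSG00000033777, chromosome X, 106143204 to 106160493) was at 121 ± 9.41 TPM (SD, n = 4) in *Rag2*-/-, 79.8 ± 6.16 in WT and 84.2 ± 6.39 in NSG libraries. Its log2 fold change was 0.59 (adjusted p = 0.00479 in limma) against WT and 0.52 (adjusted p = 0.0250) against NSG. *Tlr8* rose by 0.79 against WT and 0.89 against NSG on the log2 scale, and *Cybb* by 0.78 and 0.83. *Fpr1*, at 7.11 ± 2.72 TPM in *Rag2*-/-, 0.299 to 0.773 in WT and 0.815 to 1.33 in NSG libraries, rose by 2.36 and 1.87. Its WT and NSG values are near the limit of detection, so the size depends on the pseudocount: with 0.1 it was 3.54 and 2.50. The 4 genes were called in both comparisons. In each of them the 4 *Rag2*-/- libraries lay above all WT and NSG libraries. *Fpr1* also belongs to the neutrophil list. A list of macrophage genes rose as well, with medians of 0.47 against WT and 0.81 against NSG. Host cells carried through the sort were not excluded as a source of these transcripts, and no list was tested without its neutrophil and macrophage genes. With 1 library left out, the log2 fold changes against NSG stayed at 0.47 to 0.56 for *Tlr13*, 0.80 to 0.96 for *Tlr8*, 0.69 to 0.94 for *Cybb* and 1.75 to 2.18 for *Fpr1*, while the calls were lost without *Rag2*-/- replicate 2, for example, with adjusted p of 0.111, 0.147, 0.159 and 0.111 in the same order, within ranges that reached 0.112, 0.160, 0.159 and 0.117. Against WT, the call was also lost for *Tlr8* without *Rag2*-/- replicate 3 (adjusted p = 0.0724) and for *Cybb* without WT replicate 2 (adjusted p = 0.0730), the highest values over the libraries left out. A list of 82 innate immune sensing genes, 77 of them tested, had a median log2 fold change of 0.19 against WT (62 genes higher) and 0.15 against NSG (60 genes higher). Of its genes, 10 were called higher than in WT and 5 higher than in NSG, and 16 and 14 when adjusted over the list alone. This list was written after the study's own gene lists, called on these libraries, had been read, and those hold 17 of the 82 genes. Its median and its counts are therefore not independent evidence. Other immune lists had medians below 0. The median was −0.23 against WT and −0.17 against NSG over 76 interferon response genes, with 1 gene called lower than in WT and 0 than in NSG (1 each when adjusted over the list alone). It was −0.27 and −0.35 over 23 MHC-I genes, of which 0 were called in either comparison. Under camera, the gene set test given below, both lists were lower in both comparisons. By library scores, the interferon list in both comparisons (exact p = 0.200 and 0.229) differed within the spread between libraries. So did the MHC-I list against WT (exact p = 0.143). The MHC-I score was lower than in NSG (exact p = 0.0286, the smallest that 4 against 4 allow). Adjusted over the list alone, 1 MHC-I gene was higher than in WT, and 1 was higher and 5 lower than in NSG. *H2-K1* (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) was at 837 ± 173.2 TPM in *Rag2*-/-, 1093 ± 81.7 in WT and 1232 ± 187 in NSG libraries, a log2 fold change of −0.40 (adjusted p = 0.134) against WT and −0.57 (adjusted p = 0.123) against NSG. Voom on estimated reads, chosen after seeing the data, called it lower than in NSG, at −0.59 (adjusted p = 0.0452, over a range of 0.0452 to 0.260 across the alternatives).

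**Figure D1:**
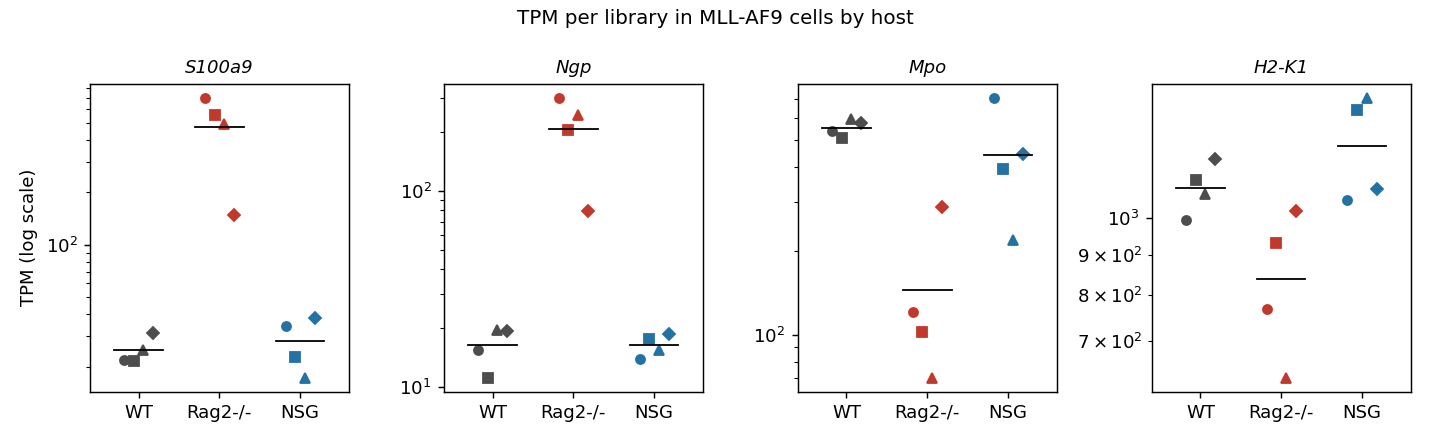
TPM of *S100a9*, *Ngp*, *Mpo* and *H2-K1* in each library (log axis), by host, with symbols for replicates 1 to 4 and a line at the mean of each group. For *S100a9*, the lowest *Rag2*-/- library is at 148 TPM and the highest NSG library at 37.9 TPM.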

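The gene sets were tested with limma's camera, which compares the genes of a set with all others at a preset correlation of 0.01 between genes. The Hallmark and GO collections were replaced by hand-written lists and by Reactome sets. The hand-written lists were made after the study's own gene lists, called on these libraries, had been read. Those hold 17 genes of the inflammatory response list and 6 of the IL-6-JAK-STAT3 list. The tests of these lists are therefore not independent of the study's calls. Against NSG, the median log2 fold change was 0.14 over 85 tested genes of the inflammatory response list (64 higher, adjusted p = 2.21e-07) and 0.15 over 66 genes of the IL-6-JAK-STAT3 list (49 higher, adjusted p = 7.91e-07). Against WT, the medians were 0.11 (53 higher, adjusted p = 0.00826) and 0.11 (44 higher, adjusted p = 0.0110). Without *Rag2*-/- replicate 2, the IL-6-JAK-STAT3 list was at an adjusted p of 0.0512 against WT, with a range of 0.00539 to 0.0512 over the libraries left out. The alternative that moved these tests most was a correlation estimated from the residuals, with which the adjusted p was 0.0470 for both lists against NSG and 0.202 for both against WT, the highest over their alternatives. At the preset correlation, the interferon list was lower under camera, at an adjusted p of 1.4e-07 against WT and 1.7e-08 against NSG. The MHC-I list was lower as well (3.96e-05 and 9.08e-09). Under fry, a rotation test, the inflammatory, IL-6-JAK-STAT3 and innate immune sensing lists held in both comparisons. There the MHC-I list held against NSG and not against WT, and the interferon list in neither. With the estimated correlation, the inflammatory and IL-6-JAK-STAT3 lists against NSG held and no other list did. Between NSG and WT, 0 of the 5 lists passed, with adjusted p from 0.0603 to 0.733. By library scores, the inflammatory list against WT differed within the spread between libraries (exact permutation p = 0.0571). The inflammatory list against NSG and the IL-6-JAK-STAT3 and innate immune sensing lists in both comparisons were higher (exact p = 0.0286 each). These values became 0.0686 when adjusted over 48 tests. Of the inflammatory genes, 4 were called higher than in NSG and 7 higher than in WT. Adjusted over the list alone, 8 were higher and 1 lower than in NSG, and 10 higher and 1 lower than in WT. For the IL-6-JAK-STAT3 genes, 1 and 4 were called higher, and adjusted over the list alone 4 were higher and 1 lower than in NSG and 6 higher than in WT. Within the parts of the other split of the libraries, chosen after seeing the data, the inflammatory list had medians of 0.18 and 0.15 against NSG, and the IL-6-JAK-STAT3 list 0.19 and 0.15. Among Reactome sets, Toll-like receptor cascades (99 genes, median 0.095, adjusted p = 1.03e-04) and signaling by interleukins (92 genes, 0.10, 2.53e-04) were higher than in NSG, as was the innate immune system (393 genes, 0.057, 0.00707). Against WT, their medians were 0.092 (adjusted p = 0.00604), 0.089 (0.0458) and 0.051 (0.0819). Interferon signaling, class I MHC peptide loading and cell cycle passed in neither comparison (adjusted p from 0.178 to 0.942). Under fry the 3 sets that rose held in both comparisons, and under an estimated correlation 0 of them did.

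**Figure D2:**
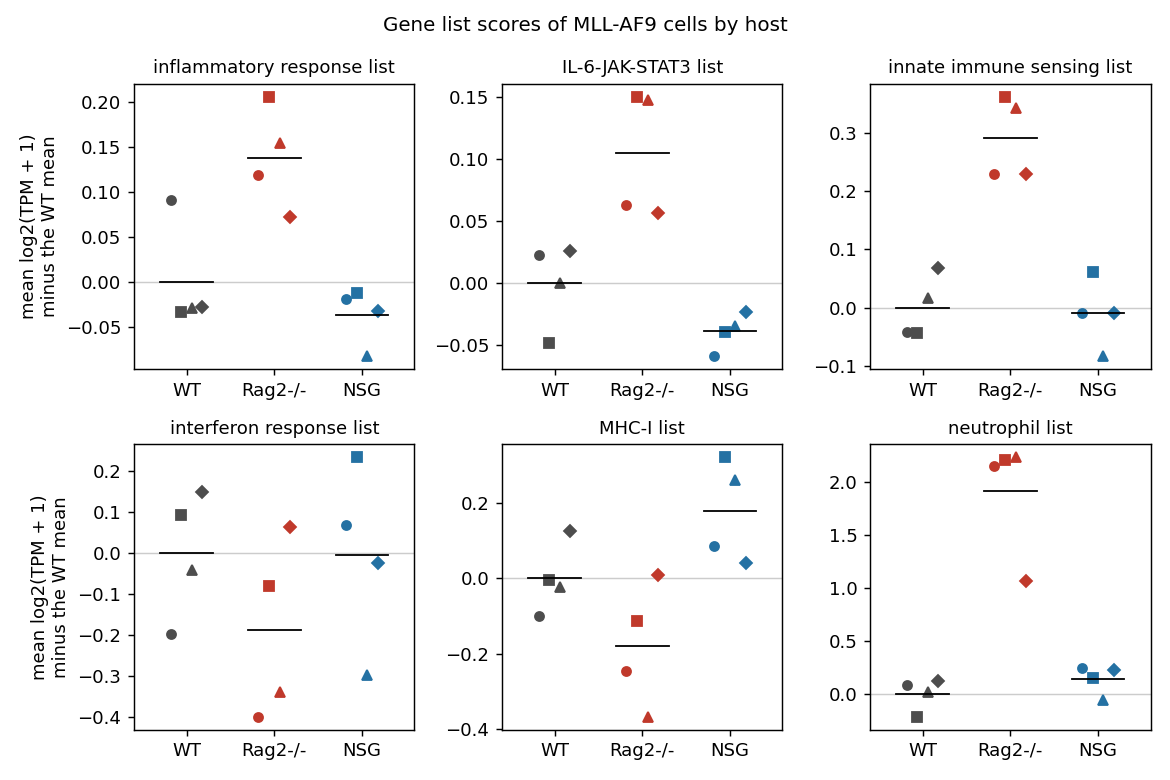
Mean log2(TPM + 1) over the genes of 6 lists in each library, minus the WT mean, by host, with symbols for replicates 1 to 4 and a line at the mean of each group. The *Rag2*-/- libraries lie above the NSG libraries for the inflammatory, IL-6-JAK-STAT3, innate immune sensing and neutrophil lists and below them for the MHC-I list.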

**Fig. 3:**
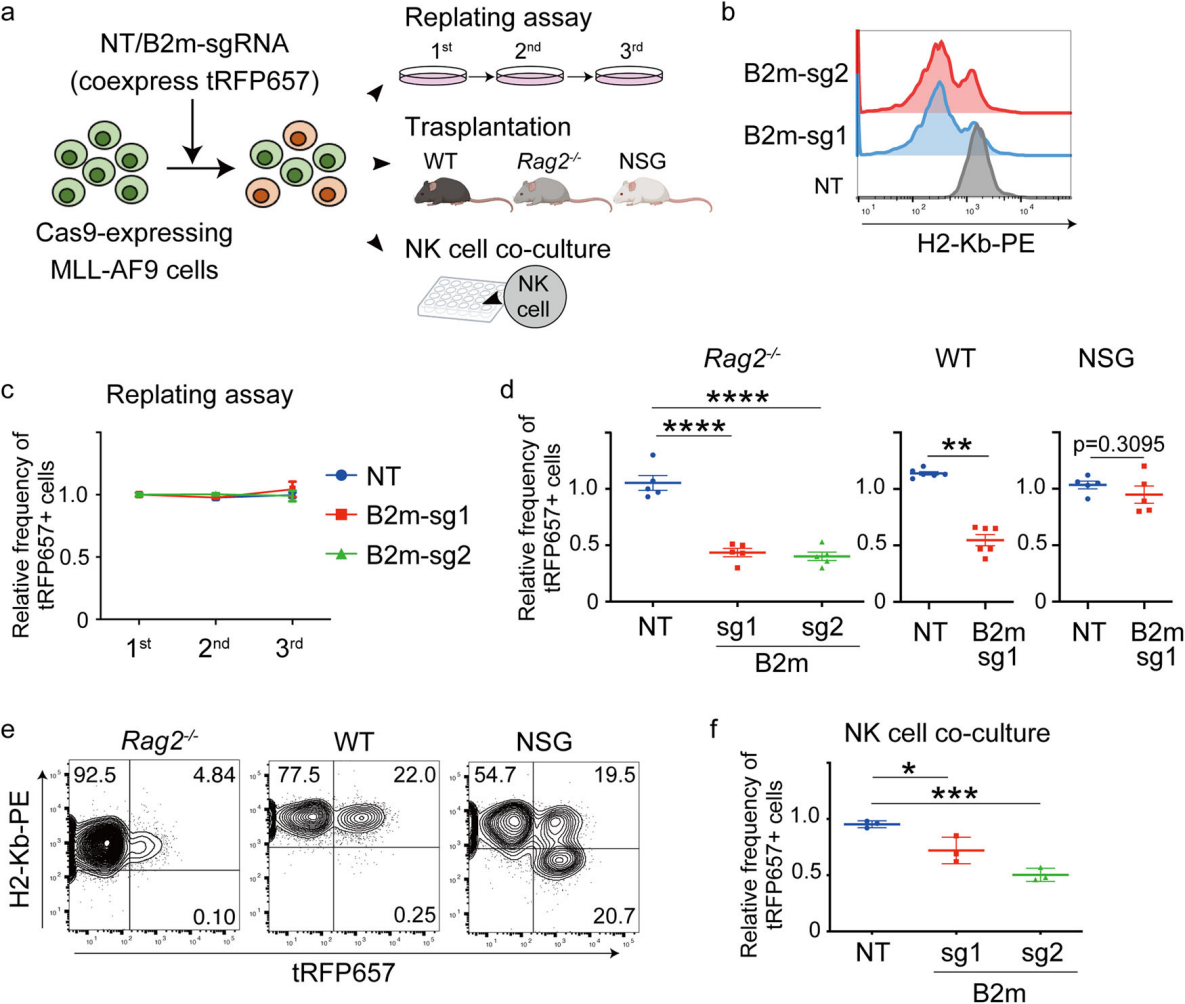
B2m depletion inhibits MLL-AF9-induced leukemogenesis. **a** Experimental scheme used in **b**–**f** MLL-AF9 cells used in Fig. 1 were transduced with non-targeting (NT) sgRNA or sgRNAs targeting B2m coexpressing tRFP657. After transduction, the cells were cultured in methylcellulose (replating assay), transplanted into mice, or co-cultured with NK cells derived from spleens of WT mice. Figures were created partly with BioRender (https://app.biorender.com/). **b** Flow cytometry analysis of MHC Class I (H2-Kb) expression in MLL-AF9 cells after sgRNA transduction. **c**, **d** Changes of the ratio of tRFP657^+^ (sgRNA-transduced) cells in MLL-AF9 cells in replating assay (**c**, *n* = 3) and transplantation assay (**d**, *Rag2*^−/−^: *n* = 5, WT: *n* = 6, NSG: *n* = 5, male mice). Data are shown by the ratio to initial transduction and as mean ± s.e.m. **P < 0.01, ****P < 0.0001; one-way ANOVA with Tukey’s multiple comparison test (*Rag2*^−/−^ mice) or Mann–Whitney test (WT and NSG mice). **e** Representative FACS plots showing tRFP657 (*x* axis) and H2-Kb (y-axis) in B2m-sg1-transduced MLL-AF9 cells collected from WT, *Rag2*^−/−^ and NSG mice. Note that the tRFP657^+^ (B2m-sg1-transduced) cells from WT and *Rag2*^−/−^ mice no longer lost H2-Kb expression. **f** Changes in the ratio of tRFP657^+^ cells in MLL-AF9 cells co-cultured with NK cells derived from WT mice. Data are shown as mean ± s.e.m. (*n* = 3 per group). *P < 0.05, ***P < 0.001; one-way ANOVA with Dunnett’s multiple comparisons test.

### Hyperactive NK cells inhibit AML progression in *Rag2*^−/−^ mice

Based on the above results, we hypothesized that NK cell-driven tumor immunity in *Rag2*^−/−^ mice has a stronger anti-tumor effect than that in WT mice. Indeed, both the number and frequency of NK cells were increased in *Rag2*^−/−^ mice compared to WT mice in peripheral blood, spleen and bone marrow (Fig. 4a, Supplemental Fig. 2a). In addition, NK cells in *Rag2*^−/−^ mice expressed higher levels of activation markers^20^, CD107a, CD69 and Sca-1, than those in WT mice (Fig. 4b, Supplemental Fig. 2b). To assess the cytotoxic activity of NK cells, we isolated NK cells from WT and *Rag2*^−/−^ mice and co-cultured them with a mouse lymphoma cell line YAC-1. The co-culture assay revealed that *Rag2*^−/−^ NK cells expressed higher level of CD107a in the presence of YAC-1 cells and induced apoptosis of YAC-1 cells more efficiently than WT NK cells (Fig. 4c, d). Furthermore, NK cells derived form *Rag2*^−/−^ mice produced more IFNγ upon stimulation with PMA and ionomycin than those from WT mice (Fig. 4e). Histological analyses of bone marrows and spleens also revealed the increase of NK cells in *Rag2*^−/−^ mice transplanted with MLL-AF9 cells (Fig. 4f, Supplemental Fig. 2c). Thus, all these results indicate the increased activity of NK cells in *Rag2*^−/−^ mice. To determine the role of NK cells in *Rag2*^−/−^ mice during AML progression, we then depleted NK cells with the anti-NK1.1 antibody from WT and *Rag2*^−/−^ mice transplanted with MLL-AF9 cells (Fig. 4g). The survival advantage of *Rag2*^*−/−*^ mice in this MLL-AF9 leukemia model was completely canceled by NK cell depletion (Fig. 4h). Taken together, we concluded that *Rag2*^−/−^ mice have hyperactive NK cells, which play a major role in suppressing AML progression.

**Fig. 4:**
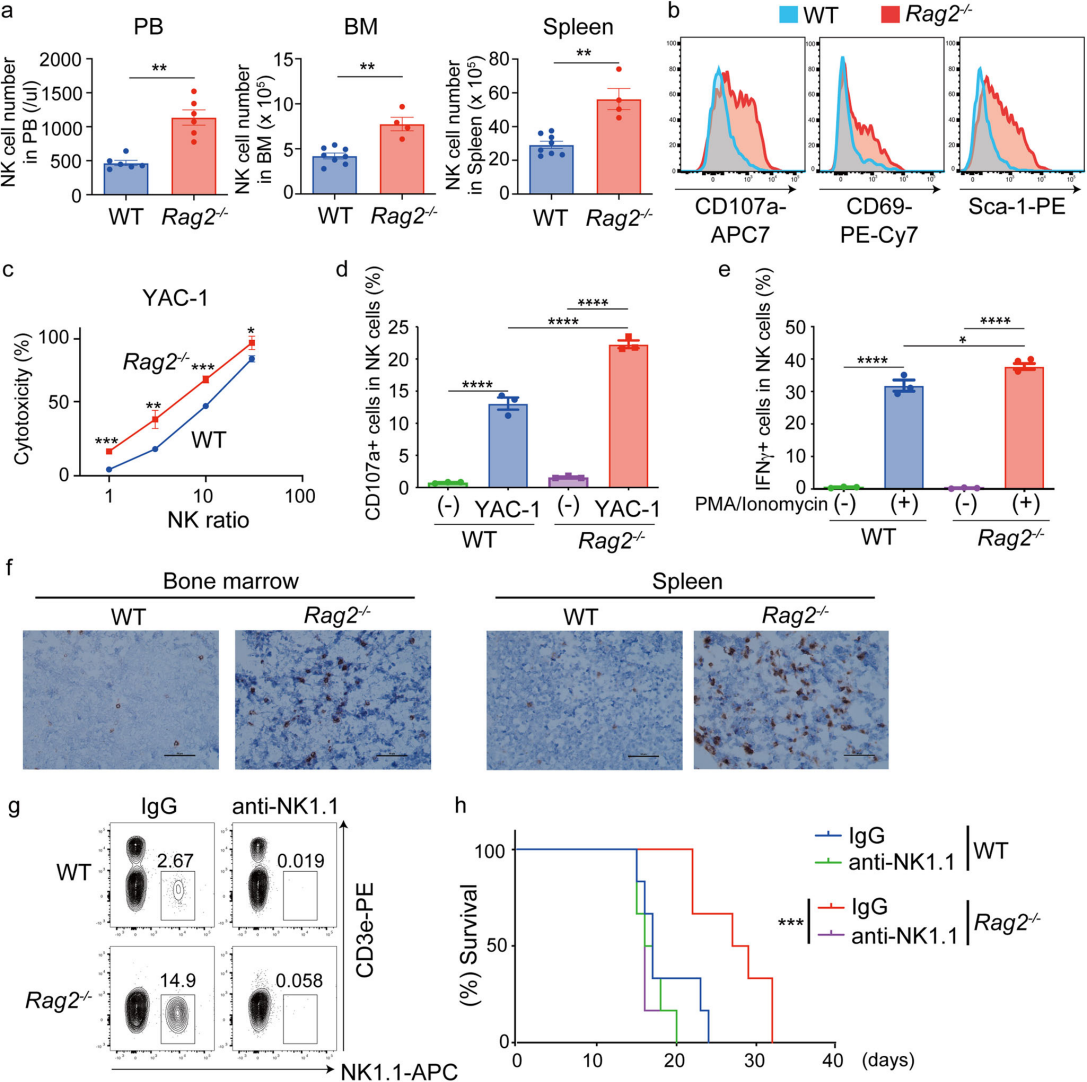
*Rag2*^−/−^ mice have hyperactive NK cells. **a** Number of NK cells in peripheral blood (PB), bone marrow (BM, both femurs and tibias) and spleen. Data are means ± s.e.m. (PB *n* = 6 per group, BM and spleen WT: *n* = 8, *Rag2*^−/−^: *n* = 4, male mice). **P < 0.01; two-tailed Mann–Whitney test. **b** Expression of NK cell activation markers (CD107a, CD69, Sca-1) in BM-derived NK cells of WT and *Rag2*^−/−^ mice. Representative FACS plots are shown. **c**, **d** NK cells were isolated from spleens of male WT and *Rag2*^−/−^ mice and co-cultured with YAC-1 cells. Cytotoxicity at different leukemia cell-NK cell ratios (**c**) and expression of the degranulation marker CD107a in NK cells mixed with YAC-1 cells at a 1:1 ratio (**d**) are shown. Data are shown as means ± s.d (**c**) and means ± s.e.m (**d**) of triplicate wells. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 two-tailed Student’s *t* test (**c**) and Tukey’s multiple comparisons test (**d**). Representative data of two independent experiments are shown. **e** Isolated NK cells were stimulated with PMA/ionomycin for 4 h, and IFNγ was measured by flow cytometry. Data are shown as means ± s.e.m. of triplicate wells. *P < 0.05, ****P < 0.0001; Tukey’s multiple comparisons test. Representative data of two independent experiments are shown. **f** WT and *Rag2*^−/−^ mice (male) were transplanted with MLL-AF9 cells and were sacrificed 11 days after transplantation to resect tibiae and spleens. Fixed bone marrow and spleen sections from WT and *Rag2*^−/−^ mice were immunostained with anti-NK1.1 antibody to identify NK cells. Bars, 50 μm. **g**, **h** WT and *Rag2*^−/−^ mice were treated with an anti-NK1.1 antibody or IgG control. The mice were then transplanted with MLL-AF9 cells. Efficient depletion of NK cells in mice by anti-NK1.1 antibody was confirmed by FACS (**g**). Kaplan–Meier survival curves of MLL-AF9-bearing mice in the presence or absence of NK cells are shown (**h**). (*n* = 6 for each group, female mice). ***P < 0.001; log-rank test.

### Diverse and flexible immunogenicity of mouse AML cells

Finally, we assessed the relative importance of the innate and adaptive immune systems in the development of myeloid tumors driven by other oncogenes. Similar to MLL-AF9-induced AML, the onset of RUNX1-ETO9a-induced AML was delayed in *Rag2*^−/−^ mice compared to WT mice, and it became more evident with the treatment with DS-5272 (Fig. 5a). We then performed similar experiments using two MDS/AML cells that we established previously: cRAM (combined expression of RUNX1 and ASXL1 Mutations)^21^ and cSAM (combined expression of SETBP1 and ASXL1 Mutations)^22,23^ cells. In contrast to the results for MLL-AF9 and RUNX1-ETO9a-driven AML models, we observed earlier onset of cRAM cell-induced MDS/AML in *Rag2*^−/−^ mice than WT mice (Fig. 5b), suggesting that cRAM cells are susceptible to adaptive immunity. Interestingly, two cSAM clones showed different leukemogenicity in WT and *Rag2*^−/−^ mice. The original cSAM clone (cSAM-original), which was maintained through serial transplantations only in the “sublethally irradiated” mice, produced MDS/AML in *Rag2*^−/−^ mice earlier than WT mice in both untreated and DS-5272-treated conditions (Fig. 5c). In contrast, another cSAM clone (cSAM-2020), which was maintained through serial transplantations in the “non-irradiated” mice, produced MDS/AML in WT mice earlier than *Rag2*^−/−^ mice (Fig. 5d). These data suggest that each myeloid tumor has distinct immunogenicity, and it changes over time.

**Fig. 5:**
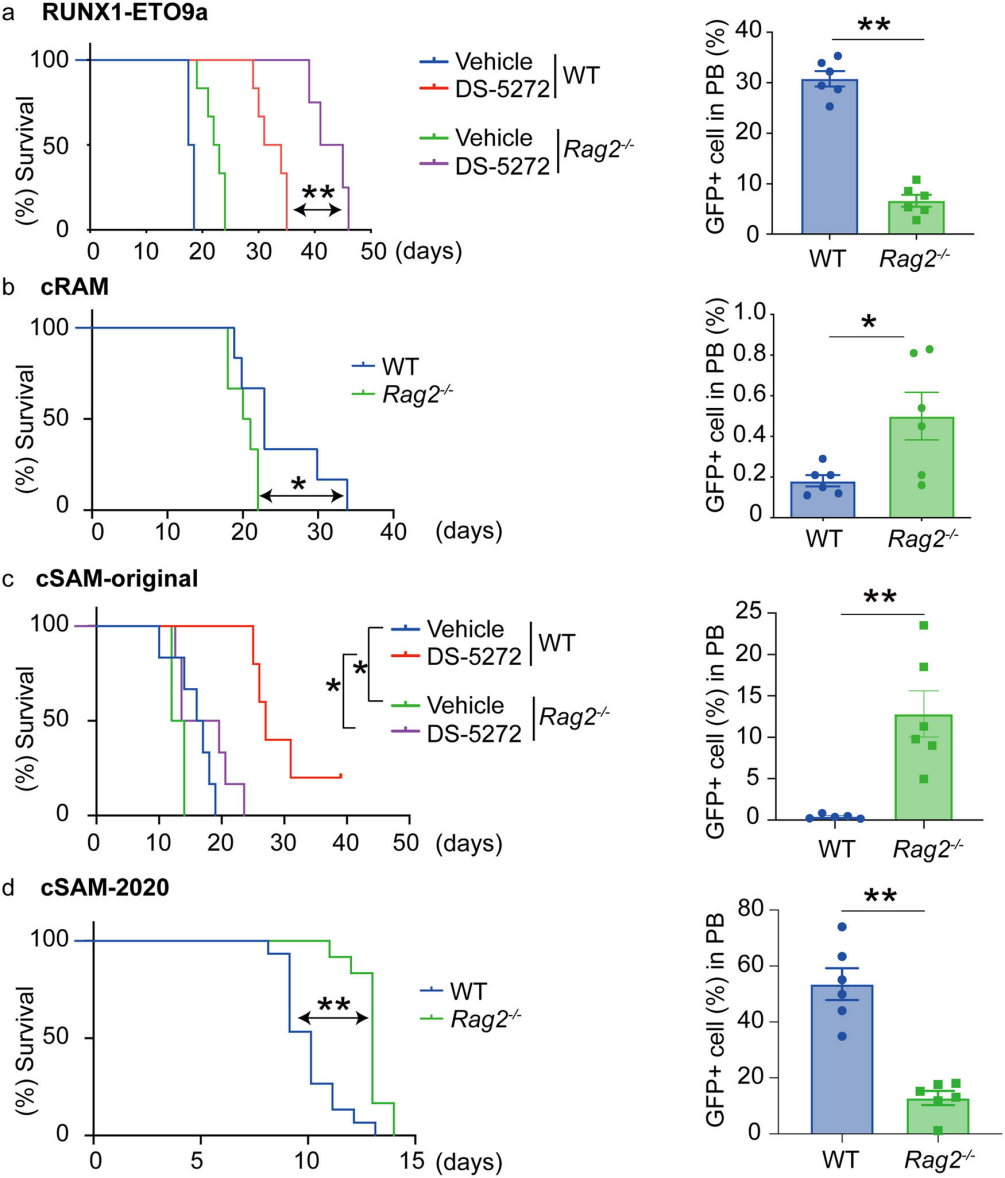
Diverse immunogenicity of myeloid tumors. **a** RUNX1-ETO9a-expressing AML cells were transplanted into WT or *Rag2*^−/−^ mice. The mice were then treated with vehicle control or DS-5272 (100 mg/kg, three times weekly for two weeks, starting three days after transplantation). (Left) Kaplan–Meier survival curves are shown. (WT/Vehicle: *n* = 6, WT/DS-5272: *n* = 6, *Rag2*^−/−^/Vehicle: *n* = 6, *Rag2*^−/−^/DS-5272: *n* = 4, male mice). **P < 0.01; log-rank test. (Right) Number of GFP^+^ RUNX1-ETO9a cells in peripheral blood of WT and *Rag2*^−/−^ mice 14 days after transplantation. Data are shown as means ± s.e.m. (*n* = 6 for each group, male mice). **P < 0.01; two-tailed Mann–Whitney test. **b** cRAM cells were transplanted into WT or *Rag2*^−/−^ mice. (Left) Kaplan–Meier survival curves are shown. (*n* = 6 for each group, female mice). *P < 0.05; log-rank test. (Right) Number of GFP^+^ cRAM cells in peripheral blood of WT and *Rag2*^−/−^ mice 11 days after transplantation. Data are shown as means ± s.e.m. (*n* = 6 for each group, female mice). *P < 0.05; two-tailed Mann–Whitney test. **c** cSAM-original cells were transplanted into WT or *Rag2*^−/−^ mice. The mice were then treated with vehicle control or DS-5272 (100 mg/kg, three times weekly for 3 weeks, starting three days after transplantation). (Left) Kaplan–Meier survival curves are shown. (WT/Vehicle: *n* = 6, WT/DS-5272: *n* = 5, *Rag2*^−/−^/Vehicle: *n* = 6, *Rag2*^−/−^/DS-5272: *n* = 6, female mice) *P < 0.05; log-rank test. (Right) Number of GFP^+^ cSAM-original cells in peripheral blood of WT and *Rag2*^−/−^ mice 10 days after transplantation. Data are shown as means ± s.e.m. (WT: *n* = 5, *Rag2*^−/−^: *n* = 6, female mice). **P < 0.01; two-tailed Mann–Whitney test. **d** cSAM-2020 cells were transplanted into WT or *Rag2*^−/−^ mice. (Left) Kaplan–Meier survival curves are shown. [WT: *n* = 15 (male/female=8/7), *Rag2*^−/−^: *n* = 12 (male/female = 6/6)]. **P < 0.01; log-rank test. (Right) Number of GFP^+^ cSAM-2020 cells in peripheral blood of WT and *Rag2*^−/−^ mice 10 days after transplantation. Data are shown as means ± s.e.m. (*n* = 6 for each group, male mice). **P < 0.01; two-tailed Mann–Whitney test.

We then assessed expression of MHC-I, NK cell ligands and other immune checkpoint molecules in these myeloid tumors (Supplemental Fig. 3). However, none of them accounted for why some leukemia cells are resistant to innate or adaptive immune surveillance. Instead, we noticed that all leukemia cells that grow slowly in *Rag2*^−/−^ mice (MLL-AF9, RUNX1-ETO9a and cSAM-2020 cells) were maintained through serial transplantations in the “non-irradiated” mice. In contrast, other leukemias (cSAM-original and cRAM cells), which have relatively weak leukemogenicity, were maintained in the “sublethally irradiated” mice (Supplementary Table 1). Given the importance of immune systems in driving tumor evolution^24^, the presence of normal immune system in the non-irradiated mice may promote the growth of AML cells that are resistant to adaptive immunity.

### Dynamic changes of immunogenicity of AML cells during tumor evolution

To examine if AML cells change their immunogenicity during serial transplantations in immunologically normal mice, we generated new AML cells by transducing MLL-AF9 into mouse bone marrow progenitors and examined their immunogenic phenotypes over time (Fig. 6a). The newly generated MLL-AF9 cells (MLL-AF9-2021) produced AML more quickly in *Rag2*^−/−^ mice than WT mice (Fig. 6b), indicating that they are susceptible to adaptive immunity. We then performed serial transplantations of MLL-AF9 cells into the non-irradiated recipient mice 5 times to generate aggressive AML cells with strong repopulating ability (MLL-AF9-2022). In contrast to the result of MLL-AF9-2021, MLL-AF9-2022 cells showed a tendency to develop leukemia more quickly in WT mice than *Rag2*^−/−^ mice (Fig. 6c). Thus, it appears that MLL-AF9-2022 cells acquired resistance to adaptive immunity during serial transplantations in non-irradiated recipient mice.

**Fig. 6:**
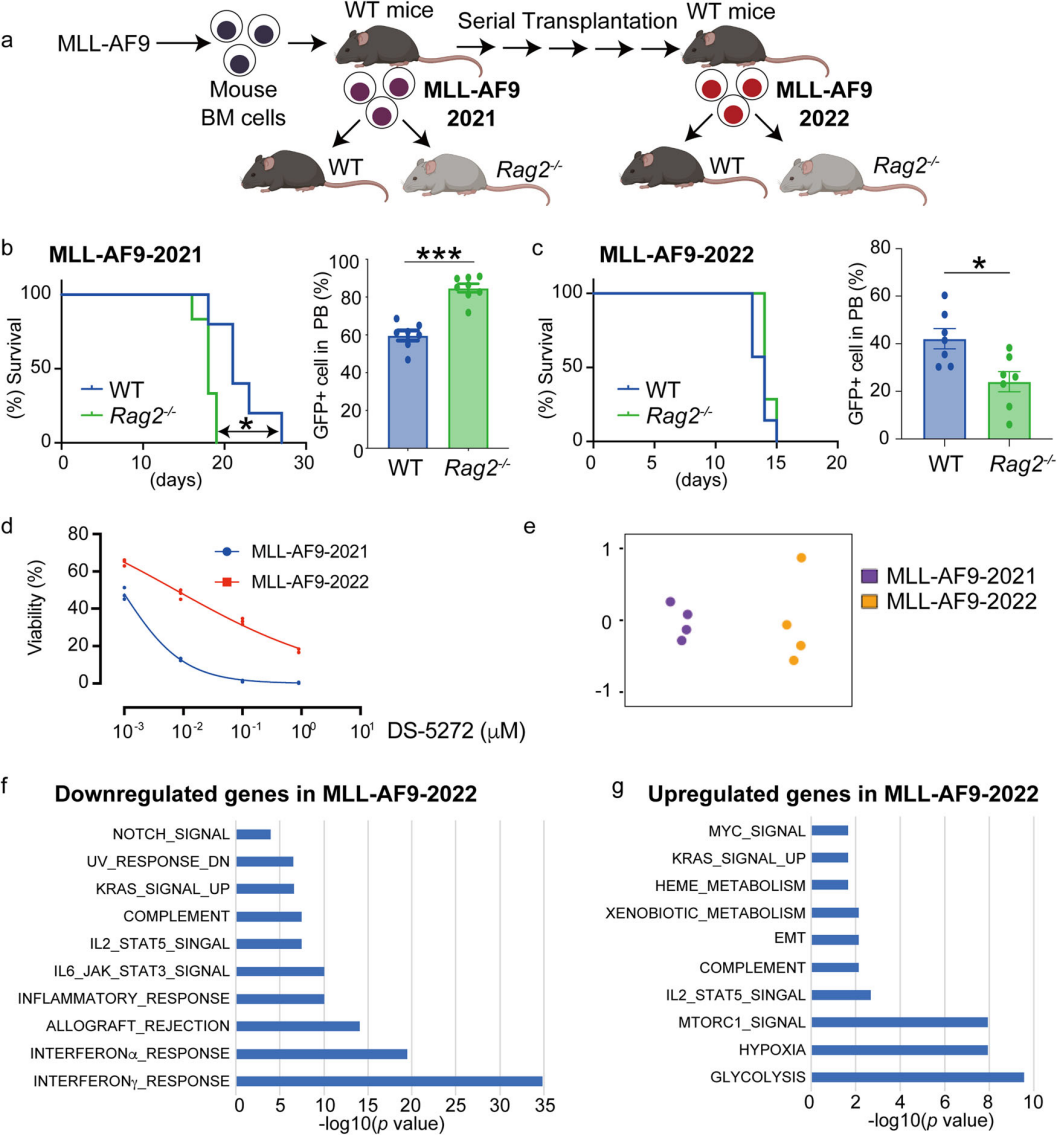
Flexible immunogenicity of myeloid tumors. **a** Experimental scheme used in **b**–**g**. Mouse bone marrow progenitor cells were transduced with MLL-AF9 and were transplanted into sublethally irradiated WT mice. GFP^+^ MLL-AF9 cells were collected from moribund mice (MLL-AF9-2021) and were then transplanted into WT and *Rag2*^−/−^ mice (**b**). Some MLL-AF9-2021 cells were subjected to serial transplantation with non-irradiated recipient mice to establish aggressive AML cells with strong repopulating ability (MLL-AF9-2022). The MLL-AF9-2022 cells were then transplanted into WT and *Rag2*^−/−^ mice (**c**). Figures were created with BioRender (https://app.biorender.com/). **b** (Left) Kaplan–Meier survival curves are shown. (*n* = 6 for each group, male mice). **P < 0.01; log-rank test. (Right) Number of GFP^+^ MLL-AF9-2021 cells in peripheral blood of WT and *Rag2*^−/−^ mice 14 days after transplantation. Data are shown as means ± s.e.m. (WT: *n* = 7, *Rag2*^−/−^: *n* = 8, male mice). ***P < 0.001; two-tailed Mann–Whitney test. **c** (Left) Kaplan–Meier survival curves are shown. (*n* = 7 for each group, male mice). (Right) Number of GFP^+^ MLL-AF9-2022 cells in peripheral blood of WT and *Rag2*^−/−^ mice 12 days after transplantation. Data are shown as means ± s.e.m. (*n* = 7 for each group, male mice). *P < 0.05; two-tailed Mann–Whitney test. **d** MLL-AF9-2021 and MLL-AF9-2022 cells were incubated with DS-5272 at the indicated concentration for 48 h. Cell viability assays were performed using the Cell Counting Kit-8. Data are shown as means ± standard deviation (SD) from three technical replicates. **e** Multi-Dimensional Scaling of RNA-Seq data. *n* = 4 per group, male mice). **f**, **g** GSEA for down- (**f**) and up- (**g**) regulated genes in MLL-AF9-2022 cells compared to MLL-AF9-2021 cells using the Hallmark collections of the GSEA MSigDB (http://software.broadinstitute.org/gsea/msigdb). The x-axis shows the *P* value (−log10).

We then accessed molecular and phenotypic differences between the newly generated AML cells (MLL-AF9-2021) and aggressive AML cells generated through serial transplantations (MLL-AF9-2022). MLL-AF9-2022 cells became less sensitive to DS-5272, indicating that they acquire resistance to the cytotoxic drugs (Fig. 6d). More interestingly, they showed distinct gene expression profiles (Fig. 6e, Supplementary Data 2). Genes related to interferon and inflammatory responses were significantly downregulated in MLL-AF9-2022 cells, which could account for their reduced immunogenicity to adaptive immunity (Fig. 6f). We also found that genes related to mTORC1, Hypoxia and Glycolysis were upregulated in MLL-AF9-2022 cells (Fig. 6g), indicating that the aggressive AML cells depend more on the mTORC1/HIF1 pathway and glycolysis. Thus, the immunogenicity as well as gene expression of myeloid tumors change dynamically during tumor evolution.

## Discussion

Rag2 is an essential component of the enzyme complex that initiates V(D)J gene rearrangement at the antigen receptor loci in lymphocyte development^25^. Consequently, *Rag2*^−/−^ mice fail to produce mature B or T lymphocytes^26^. In contrast to T/B lymphocytes, NK cells do not require the Rag-mediated V(D)J recombination for their development. Nevertheless, about half of NK cells are derived from Rag-expressing lymphoid progenitors, giving rise to functionally heterogeneous NK cell populations^27^. Intriguingly, consistent with our data, a previous study showed that *Rag2*^−/−^ NK cells exhibited an activated phenotype in vitro^27^. Although the *Rag2*^−/−^ NK cells showed a diminished capacity to survive following transplantation and virus infection in the previous report^27^, we did not observe the survival defect of *Rag2*^−/−^ NK cells in our AML models. Consequently, the hyperactive NK cells in *Rag2*^−/−^ mice showed enhanced antileukemia effect in several AML models. In addition, the absence of Treg cells in *Rag2*^−/−^ mice could also result in the activation of NK cells to inhibit leukemogenesis^28^. Of note, a clinical study showed that SCID patients with *RAG* mutations also have activated NK cells, which is likely associated with the high rates of graft rejection after hematopoietic stem cell transplantation^29^. Collectively, these findings suggest that the hyperactive NK cells inhibit the engraftment and expansion of normal and malignant hematopoietic cells in Rag-deficient mice and humans.

Our study also revealed the flexible immunogenicity of myeloid tumors that could change with time and surrounding environments. The dynamic change of the immunogenicity of MLL-AF9 cells explains why previous studies using similar MLL-fusion leukemia models did not observe the delayed leukemia development in *Rag2*^−/−^ mice compared to WT mice^18,30^. Importantly, expression of MHC-I and other immune checkpoint molecules did not predict the sensitivity of myeloid tumors to the specific immune system. For example, RUNX1-ETO9a cells express high level of MHC-I, which is supposed to promote T-cell activation, in fact produced AML more quickly in WT mice with functional T cells. In addition, cSAM-original and cSAM-2020 cells showed similar expression pattern of the ligands despite their different immunogenicity. Identification of biomarkers that predict responses of myeloid tumors to innate and adaptive immunity is an important future challenge. Notably, the aggressive AML cells established through multiple transplantations were still sensitive to NK cell-mediated tumor suppression. It is therefore tempting to speculate that NK cell-based immunotherapies could be effective to the refractory/relapsed human AMLs that survive chemotherapy in the presence of functional immune system.

In summary, we showed that certain subtypes of AML are particularly susceptible to NK cell-mediated antitumor immunity. The excellent therapeutic effect of the p53-activating drug in *Rag2*^−/−^ mice suggest that combination of NK cell-based immunotherapy with p53-activating drug would be a promising treatment strategy for AML. Furthermore, our study highlighted the peculiar immune phenotypes of *Rag2*^−/−^ mice that lack functional lymphocytes but have hyperactive NK cells.

## Methods

### Mice and drug/antibody treatments

Wild-type (WT) C57BL/6 J mice and C57BL/6J-Rag2em3Lutzy/J (*Rag2*^−/−^) mice were purchased from Sankyo Labo Service corporation (Japan). NSG mice were purchased from Charles River Laboratories Japan. All experiments were performed with 8–12-week-old mice. All animal studies were approved by the Animal Care Committee of the Institute of Medical Science at the University of Tokyo (approval number: PA15-100, PA18-46), and were conducted in accordance with the Regulation on Animal Experimentation at the University of Tokyo based on International Guiding Principles for Biomedical Research Involving Animals. We have complied with all relevant ethical regulations for animal testing.

For drug studies, DS-5272 (Daiichi Sankyo) was dissolved in 0.5 w/v% Methyl Cellulose 400 Solution (Wako, Japan), and 100 mg/kg/day of DS-5272 was orally administered to mice three times a week for 2 or 3 weeks. For NK cell depletion, 200 µg of anti-NK1.1 antibody (BioXCell, clone PK136, #BE0036) was dissolved in *InVivo*Pure pH7.0 Dilution Buffer (BioXCell, #IP0070) and injected intraperitoneally once a week from one day before transplantation.

### Plasmid and viral transduction

We used pMSCV-MLL-AF9-pgk-EGFP for MLL-AF9 expression^31^. For RUNX1-ETO expression, we cloned RUNX1-ETO9a into pMYs-IRES-EGFP vector. Retroviruses were produced by transient transfection of Plat-E packaging cells with retroviral constructs using the calcium-phosphate method^32^. Lentiviruses were produced by transient transfection of 293 T cells with viral plasmids along with gag-, pol-, and env-expressing plasmids [(pMD2.G #12259) and (psPAX #12260)] using the calcium-phosphate method^33^. Retrovirus transduction to the cells was performed using Retronectin (Takara Bio Inc, Otsu, Shiga, Japan).

### Mouse models for AML and MDS/AML

MLL-AF9 cells were generated by transducing MLL-AF9 into murine bone marrow progenitor cells^31^. cSAM cells were generated by transducing SETBP1-D868N and ASXL1-E635RfsX15 into murine bone marrow progenitor cells^22^. RUNX1-ETO9a cells were generated by transducing RUNX1-ETO9a into murine fetal liver cells^33^. cRAM cells were generated by transducing RUNX1-S291fsX300 into mouse bone marrow progenitor cells derived from conditional knock-in mice expressing ASXL1-MT^21,34^. The oncogene-transduced cells were first transplanted intravenously into sublethally irradiated (525 cGy) recipient mice. The serial transplantation into sublethally irradiated recipient mice was repeated several times for cRAM cells and cSAM-original cells. MLL-AF9 cells, RUNX1-ETO9a cells, cSAM-2020 cells, and MLL-AF9-2022 cells were injected intravenously into non-irradiated recipient mice to generate AML and MDS/AML cells with strong repopulating ability. All these leukemia cells were transplanted intravenously (1.0 × 10^6^ cells/mouse) into non-irradiated recipient mice in the experiments to compare the survival of WT, *Rag2*^−/−^ and NSG mice.

### Cell culture

MLL-AF9 cells were cultured in MethoCult™ M3234 (STEMCELL Technologies, Bancouber, BC, Canada) or IMDM medium supplemented with 20% fetal bovine serum (FBS), with 10 ng/ml mouse stem cell factor (SCF), 10 ng/ml mouse granulocyte-macrophage colony-stimulating factor (GM-CSF), 10 ng/ml mouse interleukin-3 (IL-3) and 10 ng/ml mouse interleukin-6 (IL-6) (R&D Systems, Minneapolis, MN). YAC-1 cells (TIB-160, ATCC, Manassas, VA, USA) were cultured in RPMI-1640 medium supplemented with 10% FBS. Murine NK cells were cultured in RPMI-1640 containing 10% FBS, 2-ME (50 μM), HEPES (10 mM), nonessential AA, sodium pyruvate, 10 ng/ml recombinant mouse IL-15 (Peprotech) and 100 U/ml mouse IL-2 (R&D Systems). 293 T cells (CRL-11268, ATCC) were cultured in DMEM media containing 10% FBS.

### B2m depletion using CRISPR/Cas9 system

To generate sgRNA expression vectors for targeting mouse B2m, annealed oligos were inserted into pLKO5.sgRNA.EFS.tRFP657 vector (Addgene #57824) or lentiGuide-Puro vector (Addgene #52963)^35,36^. The expression vector for Cas9 (lentiCas9-Blast #52962) was also obtained from Addgene^35^. MLL-AF9 cells were infected with the virus for 24 h and were selected for stable expression of Cas9 using blasticidin (10 μg/ml). sgRNA-transduced MLL-AF9 cells were transplanted into mice or cultured in vitro. Initial transduction efficiency was analyzed at day 4 in culture, when tRFP657 expression was detected. Sequences for the-targeting (NT) control and sgRNAs targeting B2m are provided as follows: NT: 5’ CGCTTCCGCGGCCCGTTCAA 3′,

B2m-sg1: 5′-ACTCACTCTGGATAGCATAC-3′,

B2m-sg2: 5′-ATTTGGATTTCAATGTGAGG-3′.

### Flow cytometry

Bone marrow cells were obtained by crushing femurs and tibias in PBS containing 2% FBS. Red blood cells were removed using RBC lysis buffer. Cells were then stained by fluoro-conjugated antibodies for 30 min at 4 °C. After staining, cells were washed with cold PBS several times, and were resuspended with PBS containing 2% FBS. Cells were analyzed on a FACS Verse or FACS CantoII, and were sorted with a FACSAria (BD Biosciences, San Jose, CA, USA). Apoptosis analysis (AnnexinV-PE, BD Pharmingen™, Cat#556421, 1:100) were performed according to the manufacturer’s protocol. The data were analyzed using FlowJo software (Treestar, Inc., San Carlos, CA). 4′,6-diamidino-2-phenylindole (DAPI) (BioLegend, Cat#422801, 1:3000) was used to exclude dead cells. Antibodies used in this study are provided in Supplementary Table 2. Gating strategies are provided in Supplemental Fig. 4.

### NK cell co-culture assay

NK cells (CD49b^+^CD3e^-^) were isolated from spleens of WT or *Rag2*^−/−^ mice using FACS Aria. For cytotoxicity assay, YAC-1 cells are labeled with CellTrace Far Red (Thermo Fisher Scientific, C34564) according to the manufacturer’s protocol. 5×10^3^ labeled YAC-1 cells were seeded in 96-well plate with freshly sorted NK cells at different effector: target ratio (0:1, 1:1, 3:1, 10:1, 30:1). After 4 h of culture in 37 °C, cells were washed and stained with AnnexinV and DAPI. The percentage of AnnexinV positive cells in labeled YAC-1 cells (CellTrace Far Red^+^) was defined by flow cytometry. Cytotoxicity (%) was calculated as follows: Cytotoxicity (%) = (AnnexinV^-^DAPI^-^ spontaneous (%) - AnnexinV^-^DAPI^-^ experimental (%))/AnnexinV^-^DAPI^-^ spontaneous (%) × 100 (%).

For cytotoxicity assay against sgRNA-transduced MLL-AF9 cells, NK cells were pre-activated by 5 days culture in the presence of IL-2 and IL-15. The activated NK cells were co-cultured with sgRNA (coexpress tRFP657)-transduced Cas9-expressing MLL-AF9 cells. After 24 h, percentage of tRFP657^+^ in MLL-AF9 cells were analyzed by flow cytometry.

For degranulation assay, 5 × 10^4^ YAC-1 cells were co-cultured with same numbers of freshly sorted NK cells (E:T ratio = 1:1) in the presence of anti-CD107a-APC antibody at 37 °C. After 2 h, GolgiStop (BD) was added, and the cells were incubated another 4 h at 37 °C. Following total 6-hour incubation, cells were stained with anti-NK1.1-PE and anti-CD3e-PE-Cy7 antibodies and were analyzed by flow cytometry.

For intracellular IFNγ staining, 5 × 10^4^ freshly sorted NK cells were incubated with PMA (50 ng/ml), ionomycin (10 µg/ml) and GolgiStop for 4 h at 37 °C. After washing, cells were stained with anti-NK1.1-PE and anti-CD3e-PE-Cy7. After then, cells were fixed and permeabilized using Cytofix/Cytoperm™ Kit (BD) following the manufacturer’s protocol followed by staining with anti-IFNγ-APC. IFNγ expression in NK cells was analyzed by flow cytometry.

### RNA-seq analysis

Total RNA was extracted from 3.0 × 10^6^ GFP^+^ leukemia cells using RNeasy Mini Kit (Qiagen). mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Pair-end sequencing FASTQ files were aligned to the mouse reference genome (mm10) using HISAT2^37^ on Galaxy platform (https://usegalaxy.org). For the RNA-seq shown in Fig. 2, Raw gene counts were obtained from read alignments on Galaxy history. TPM were calculated from Raw gene counts. After filtering out low-expression genes with TPM lower than 1, all TPM values were Z score transformed using genefilter (v1.76.0) for generating hierarchical clustering and drawing heatmap using gplots (v3.1.1). Differential expression was analyzed with the linear model using limma (v3.46.0)^38^. Genes with false discovery rate (FDR) < 0.05 adjusted by the Benjamini–Hochberg method and logFC > 0.5 were considered significant differentially expressing genes (DEGs), which were further enrolled in gene ontology analysis using clusterProfiler (v3.18.1)^39^. For the RNA-seq shown in Fig. 6, raw gene counts were derived from the read alignments by Rsubread.1 (v2.12.3)^40^ and further transferred into count per million (CPM) by edgeR2 (v3.40.2)^41^. After filtering out low-expression genes with CPM lower than 1, all CPM values were log2 transformed for generating unsupervised clustering dendrograms and heatmaps. Differential expression was analyzed with the linear model using limma3 (v3.54.2)^38^. Genes with false discovery rate (FDR) < 0.05 adjusted by the Benjamini-Hochberg method were considered DEGs. Gene set enrichment analysis (GSEA) was performed using the GSEA tool from the Broad Institute (http://software.broadinstitute.org/gsea/)^42^.

### Histological analysis

WT and *Rag2*^−/−^ mice were transplanted with MLL-AF9 cells and were sacrificed 11 days after transplantation to resect tibiae and spleens. Bone marrows were flushed out using 21-gauge needle attach to a 1 ml syringe containing PBS. The bone marrows and spleens were fixed with 4% paraformaldehyde in PBS and were immunostained with anti-NK1.1 antibody [Klrb1c/CD161c (E6Y9G) Rabbit mAb #39197, Cell Signaling Technology]. Sections were analyzed using a microscope (Evos FL Auto 2, Thermo Fisher Scientific).

### Cell viability assay

The cytotoxicity of DS-5272 was measured by the WST-8 assay. The MLL-AF9-2021 and MLL-AF9-2022 cells were seeded in 96-well plates at a density of 1 × 10^4^ cells/well in 0.1 mL medium, followed by treatment with various concentrations of DS-5272 for 48 h. Then, 8 μL of the Cell Counting Kit-8 were added into each well. After incubation at 37 °C for 4 h, the plates were mixed and the absorbance at 450 nm was measured with a microplate reader (CLARIOstar Plus, BMG LABTECH, Ortenberg, GER). The relative cell viability was expressed as the ratio of the absorbance of each treatment group against those of the corresponding untreated control group.

### Statistics and reproducibility

Statistical analyses were performed by the unpaired, two-tailed Student’s *t* test, Mann–Whitney rank sum test, one-way ANOVA with Dunnett’s or Tukey–Kramer’s post hoc test as indicated in figure legends. The survival distributions were compared by the log-rank test. GraphPad Prism 9 was used for these statistical analyses, and the exact *p*-value for each comparison is provided as Supplementary Table 3. No specific statistical methods were used to predetermine the sample size.

### Supplementary information

Peer Review File

Supplemental Information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

nr-reporting-summary-checklist

## Data Availability

RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO accession numbers GSE245358 and GSE245359). The source data for the graphs has been provided with the manuscript as Supplementary Data 3.

# Supplementary material for: Hyperactive Natural Killer cells in Rag2 knockout mice inhibit the development of acute myeloid leukemia
**Source:** Commun Biol. 2023 Dec 21;6:1294. doi: 10.1038/s42003-023-05606-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplemental Table 1

**Description:** DEG lists in MLL-AF9 cells collected from WT, Rag2^-/-^ or NSG mice.

**File name:** Supplemental Table 3

**Description:** DEG lists in MLL-AF9-2022 compared to MLL-AF9-2021.

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

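RNA-seq of MLL-AF9 cells from WT, *Rag2*-/- and NSG mice (4 libraries each, female mice) was analysed from the authors' deposited values. According to the methods, the reads were aligned to mm10 with HISAT2 on Galaxy, raw gene counts were taken there, and TPM were calculated from them. The deposited values are TPM by the authors, 1 column per library, with no gene filtered out, and log2(TPM + 1) was taken from them here. The paper's text does not name the counting tool, the annotation or the gene lengths. Of the 55401 genes in the file, 55141 were paired with a symbol and an exon length in GENCODE M21.

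The 3 hosts were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), without a covariate. Genes with a mean of at least 1 TPM were tested (15026), adjusted by the Benjamini-Hochberg method in each comparison, and called at an adjusted p-value below 0.05 and a log2 fold change beyond 0.5. Gene sets were tested with limma's camera at a preset correlation of 0.01, adjusted over lists and comparisons together. List scores are the mean log2(TPM + 1) of a list's genes in a library and were compared by an exact two-sided permutation test of 4 against 4 libraries, adjusted over 48 tests. The separation of the *Rag2*-/- libraries was tested by an exact permutation test on distances between Z scores of TPM. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used besides.

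The gene lists were written by hand after Supplementary Data 1 had been read and before the data were examined: inflammatory response (120 genes), IL-6-JAK-STAT3 (81), innate immune sensing (82), interferon response (82), MHC-I (23), MHC-II (7), NK cell ligand and checkpoint (26), neutrophil (25), neutrophil primary granule (8), macrophage (19), monocyte (12), B and plasma cell (20), T and NK cell (26), erythroid (16), sex-linked (6) and AML self-renewal (12). They share genes with one another, and the study's gene lists hold 17, 6, 17, 4, 6, 2, 2, 21, 3, 11, 5, 4, 5, 1, 0 and 0 of their genes, in the order given. In the same order, 46, 32, 22, 17, 7, 1, 2, 3, 0, 7, 1, 0, 1, 0, 0 and 0 of their genes are also in another of the lists. The design, the comparisons, the lists and most alternatives were chosen before the data were examined. Genes to be named were the 5 largest and 5 smallest log2 fold changes per comparison among called genes without overlap between groups, the first 5 genes of each of the study's gene lists, the genes the paper names for mouse cells, and the genes of the lists. The genes printed are a choice among these, made after their values were seen.

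The alternatives were a pseudocount of 0.1, genes with at least 1 TPM in every library (12518) or in at least 4 (15614), all genes above 0 in any library (27667), quantile normalization, scaling by the median ratio, eBayes without a trend, the 8 libraries of each comparison alone, the replicate number as a block, no limit on the fold change, fry or an estimated correlation for gene sets, other distances for the clustering, and each library left out in turn. Chosen after seeing the data were voom on estimated reads (15001 genes) and another split of the libraries as a factor. The depth estimates, from 8.00 to 21.4 in units of 1000000 reads, rest on the spacing of low values and carry no interval. Tested on simulated data with 15000 genes of which 200 changed, the fit recovered 61.5% of the changed genes (28% of those changed 2-fold and 95% of those changed 4-fold), called 5 unchanged genes, and called 0 genes in a comparison without a change.

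The Hallmark and GO collections and the clusterProfiler analysis were not used, so Fig. 2b and 2c were addressed with the hand-written lists and Reactome sets. The libraries of Fig. 6 belong to another series and were left out, as was flow cytometry. Genes without a symbol in GENCODE M21 were tested but are not named.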

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

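The comparisons, the gene lists, the scalings and leaving out each library in turn were set beforehand. The other split of the libraries was chosen after seeing the data. Apart from a single library and library scaling for the neutrophil list, the explanations below were chosen for testing only after the result was seen. The rule for reading the interferon and MHC-I tests was also set after their values were seen.

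In 13 of 159 groups of 4 libraries, 1 library lay farther from the next than Dixon's 95% critical value for its share of the group's range, against 7.95 groups by chance. In 6 of them it was *Rag2*-/- replicate 4: lowest for the neutrophil list score (0.927 of the range), *Retnlg* (0.928), *Mmp8* (0.888), *Fpr1* (0.881) and *S100a8* (0.872), and highest for *Elane* (0.905). The first 5 are not separate findings, since those genes belong to the neutrophil list. Without this library the neutrophil score exceeded WT by 2.20 instead of 1.92. WT replicate 1 was highest for the inflammatory score (0.955). *Rag2*-/- replicate 1 was highest for the T and NK cell score (0.936), and without it the difference from WT was 0.12 instead of 0.19. *Rag2*-/- replicate 3 was highest for the sex-linked score (0.868), through *Xist* at 15.5 TPM, and without it the difference from WT turned from 0.099 to −0.016. *Igkc* was above 0 in 1 *Rag2*-/- library, replicate 2, and 1 NSG library, replicate 1 (1 of the range in each). NSG replicate 3 was highest for *Rhox5* (0.871) and lowest for *Igf2r* (0.855). No explanation of these single libraries, technical or biological, was tested.

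The neutrophil list score was higher in *Rag2*-/- libraries by 1.92 than in WT and by 1.78 than in NSG libraries (exact two-sided permutation p = 0.0286 each, the smallest that 4 against 4 allow, and 0.0686 adjusted over 48 tests). The list summed to 11523 TPM in *Rag2*-/-, 4782 in WT and 5035 in NSG libraries. Its most abundant gene, *Chil3*, was at 6070, 1946 and 2001 TPM, with 1636 TPM in *Rag2*-/- replicate 4. The tables argue against a single library, since the median log2 fold change over the list was at least 1.19 with any library left out (lowest without *Rag2*-/- replicate 3). They argue against library scaling, with a median of 1.48 after median-ratio scaling, and against the other split of the libraries, with medians of 1.27 and 1.66 against NSG within its parts. Host neutrophils carried through the sort and leukemia cells that express more neutrophil genes cannot be told apart, since both would raise the list together, and 22 of its 23 tested genes were higher in both comparisons. Host cells of all lineages stay open as well: the macrophage score was also higher, by 0.49 and 0.72 (exact p = 0.0286 each). *C1qa* was at 6.88 TPM in *Rag2*-/-, 2.01 in WT and 1.46 in NSG libraries. Of the 25 neutrophil genes the study's gene lists hold 21, picked from these libraries. A change in the leukemia cells through the host is open and untested.

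*Mpo* was lower than in WT, with a log2 fold change of −2.13, and so was *Ly6c2*, with −0.91 (adjusted p = 0.0461 in limma). The paper does not discuss them. *Ly6c2* lost its call in 8 of the fits without a library and *Mpo* in 4, *Mpo* at 0.0648 without *Rag2*-/- replicate 2. The neutrophil primary granule score differed by −0.61 from WT (exact p = 0.0286) and by −0.43 from NSG libraries (exact p = 0.0571). Within it, *Prtn3* fell by 0.39 (adjusted p = 0.0363, above 0.05 in 7 of the fits without a library), while *Elane* was at −0.15 (adjusted p = 0.489) and *Ctsg* at 0.014 (adjusted p = 0.942). Dilution of the leukemia cells by host cells would lower all their transcripts, but the AML self-renewal list had a median of 0.098 against WT (score difference 0.034, exact p = 0.229) and of 0.091 against NSG. A change of state in the leukemia cells is open and was not tested.

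The interferon response list had a median of −0.23 against WT, with 8 of 76 genes higher. The paper does not report it for these libraries. Its score differed by −0.19 from WT (exact p = 0.200) and by −0.18 from NSG libraries (exact p = 0.229), within the spread between libraries, so that no technical explanation is excluded. Without NSG replicate 2, the median against NSG was −0.086 instead of −0.17, without *Rag2*-/- replicate 1 it was −0.096, and against WT −0.15 without the latter. Without NSG replicate 3 it was −0.28. Under the other scalings it was −0.18 or lower in both comparisons, and within the parts of the other split −0.065 and −0.25. A single library, the scaling or the split cannot be told apart from an effect of the host, since the scores of the groups overlap.

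The MHC-I list had a median of −0.27 against WT and of −0.35 against NSG. Its score differed by −0.18 from WT (exact p = 0.143) and by −0.36 from NSG libraries (exact p = 0.0286). Against NSG, the median was −0.27 or lower without any 1 library (highest without *Rag2*-/- replicate 3), −0.36 or lower under the other scalings, and −0.28 and −0.35 within the parts of the other split. These argue against a single library, the scaling and the split as the whole cause of the lower level than in NSG. Against WT, the median was −0.20 or lower without any 1 library and −0.26 or lower under the other scalings, but a single library or the scaling cannot be told apart from an effect of the host there, since the score differed within the spread between libraries. *H2-Q6* was at 63.1 TPM in NSG against 19.5 in WT and 15.1 in *Rag2*-/- libraries. The same MLL-AF9 cells were given to all hosts. A strain difference of NSG mice in MHC-I genes could therefore enter only through host cells or their RNA carried through the sort, and was not tested. A level in the leukemia cells lower than in NSG may be a biological effect of the host, as a hypothesis found and tested on the same data.

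The T and NK cell score was higher by 0.19 than in WT and by 0.17 than in NSG libraries (exact p = 0.0286 each). It rests on genes near the limit of detection, and 2 of the 26 genes were tested, with a median log2 fold change of −0.44 against WT. *Ncr1* was listed at 0 in the 8 WT and NSG libraries and at 0.108 to 0.531 TPM in *Rag2*-/- libraries, and *Cd7* at 0 and 0.294 to 1.62. *Gzma* was at 0 in WT and in 3 NSG libraries, at 1.67 TPM in NSG replicate 2 and at 0.624 to 2.39 in *Rag2*-/- libraries. *Il2rb* was at 0.349 to 1.22 TPM in *Rag2*-/- libraries and at most 0.197 in the other 8. At these depths, 3 reads on 1 kb give 0.499 to 1.29 TPM. Host NK cells or their RNA are a candidate explanation, and *Rag2*-/- hosts have NK cells while NSG hosts have none, but WT hosts have them too. The highest *Ncr1* value, 0.531 TPM, was in *Rag2*-/- replicate 3, which has the fewest estimated reads of the 4 *Rag2*-/- libraries, and deeper libraries such as NSG replicate 4 and WT replicate 3 were at 0, so the *Ncr1* values do not follow the depth. In *Rag2*-/- libraries they rest on 1 to 3 estimated reads for *Ncr1*, 2 to 4.5 for *Cd7*, 2 to 12 for *Gzma* and 5 to 26 for *Il2rb*. The 4 genes were picked after seeing the values. No value here separates host NK cells or their RNA from expression in the leukemia cells, so this cannot be told.

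The B and plasma cell score was lower in *Rag2*-/- than in WT libraries, with a difference of −0.35 (exact p = 0.0286). It differed by −0.095 from NSG libraries (exact p = 0.200), and NSG from WT libraries by −0.25 (exact p = 0.0286). The summed TPM of 5 immunoglobulin genes was 2.74 to 22.2 in the WT libraries and at most 0.819 in the other 8, whose hosts lack B cells. This is consistent with host B and plasma cells, or their RNA, carried through the sort in WT libraries. *Igkc* was at 0.745 to 18.0 TPM in WT libraries.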

How the results depend on the processing

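All alternatives but voom and the other split of the libraries were set beforehand; these 2 were chosen after seeing the data, and no result was dropped for its outcome. The cause of each change below was not tested, except where fewer libraries, more genes tested or no limit on the fold change account for it by construction.

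The separation of the *Rag2*-/- libraries passed its test under all 5 other distances and filters (exact p from 0.00202 to 0.0101) and in the 12 fits without a library (0.00303 to 0.0424). The list tests against WT and NSG for the inflammatory, IL-6-JAK-STAT3, innate, interferon and MHC-I lists kept their direction under all alternatives tried.

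With all genes above 0 tested, 91 genes were higher and 23 lower than in WT, 5 higher than in NSG and 2 higher in NSG than in WT. Without a limit on the fold change, 309 and 111 genes passed against WT. With the 8 libraries of each comparison alone, 116 genes were lower than in WT and 4 higher than in NSG. With a pseudocount of 0.1, 13 were higher and 1 lower than in NSG. Quantile normalization left 16 higher than in NSG, median-ratio scaling 9 and eBayes without a trend 15. With voom, 101 were lower than in WT, 48 higher and 12 lower than in NSG, and 1 higher in NSG than in WT. With the other split as a factor, 113 were higher than in WT and 13 higher than in NSG. With the replicate number as a block, 5 genes were higher and 0 lower than in NSG, which is no sign of a weaker effect, since libraries of the same number do not pair: their deviations from the group mean correlated at −0.0906 to 0.0318 in pairs of groups.

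With each library left out, genes higher than in WT ranged from 41 (without WT replicate 2) to 246 (without NSG replicate 3), and lower from 6 (without *Rag2*-/- replicate 3) to 81 (without NSG replicate 3). Genes higher than in NSG ranged from 4 (without *Rag2*-/- replicate 3) to 76 (without NSG replicate 3), and lower from 0 (without *Rag2*-/- replicate 1, among others) to 15 (without *Rag2*-/- replicate 4). Between NSG and WT, genes higher and lower each ranged from 0 to 1 (without WT replicate 2, and for higher also without NSG replicate 2).

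For the study's gene lists, the genes also called here were, with all genes above 0 tested, 83 higher and 20 lower than in WT and 5 higher and 0 lower than in NSG. They were 102 and 31 against WT and 13 higher than in NSG with the other split as a factor. With the 8 libraries alone they were 109 lower than in WT, and 4 higher and 0 lower than in NSG. With voom they were 100 lower than in WT, 48 higher and 12 lower than in NSG, and 1 higher in NSG than in WT. A pseudocount of 0.1 gave 13 and 1 against NSG, quantile normalization 16 higher, median-ratio scaling 9, no trend 15 and the block 5 higher and 0 lower.

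The medians of the lists do not move with the set test, but their calls do. With an estimated correlation, the lists at medians of 0.11 (inflammatory), 0.11 (IL-6-JAK-STAT3), 0.19 (innate), −0.23 (interferon) and −0.27 (MHC-I) against WT and of 0.15 (innate), −0.17 (interferon) and −0.35 (MHC-I) against NSG no longer passed (adjusted p from 0.0709 to 0.367). Under fry, the interferon list at −0.23 and −0.17 and the MHC-I list at −0.27 against WT did not. With each library left out, the IL-6-JAK-STAT3 median against WT ranged from 0.074 (without WT replicate 2) to 0.11; its adjusted p was 0.0512 without *Rag2*-/- replicate 2.

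For NSG against WT, where the 5 lists did not pass, medians passed at −0.017 (all genes above 0), −0.051 (quantile normalization) and −0.048 (block) for the inflammatory list, −0.041 (all genes above 0) for IL-6-JAK-STAT3, −0.14 (other split) for interferon and 0.060 (quantile normalization) for MHC-I. The innate median turned from −0.0013 to 0.0023 (pseudocount 0.1), 0.00068 (quantile normalization) and 0.013 (voom). With each library left out, the medians ranged from −0.065 (without WT replicate 2) to −0.024 (inflammatory, passing without WT replicate 3 or 4 or NSG replicate 2), from −0.053 (without WT replicate 2, past the threshold) to −0.025 (without WT replicate 3; IL-6-JAK-STAT3), from −0.022 to 0.043 (without NSG replicate 3; innate), from −0.10 (without NSG replicate 2) to 0.089 (without NSG replicate 3; interferon, passing without WT replicate 1 or NSG replicate 2) and from 0.055 to 0.15 (without NSG replicate 1; MHC-I, passing without it or without WT replicate 2).

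Among Reactome sets against WT, the innate immune system passed at 0.044 (all genes above 0), 0.036 (quantile normalization) and 0.051 (fry). Signaling by interleukins did not pass at 0.085 (at least 1 TPM in at least 4 libraries), 0.063 (median-ratio scaling), 0.089 (block and estimated correlation) and 0.059 (other split), and Toll-like receptor cascades not at 0.092 (estimated correlation). The interleukin set ranged from 0.076 (without WT replicate 3) to 0.098 (without *Rag2*-/- replicate 1) and did not pass in 8 of the fits without a library. Cell cycle turned to −0.015 (other split). Against NSG, the innate set did not pass at 0.051 (at least 1 TPM in every library) and at 0.057 (estimated correlation), nor the interleukin set at 0.10 and the Toll-like receptor set at 0.095 (estimated correlation). Cell cycle turned from 0.00035 to −0.00049 (pseudocount 0.1), −0.00094 (all genes above 0), −0.017 (quantile normalization), −0.018 (median-ratio scaling) and −0.037 (voom), and ranged from −0.022 (without *Rag2*-/- replicate 3) to 0.025 with a library left out. Interferon signaling ranged from −0.068 (without NSG replicate 3, past the threshold) to 0.0042 (without *Rag2*-/- replicate 1).

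For NSG against WT, no Reactome set passed under any alternative, and small medians changed sign. Cell cycle turned to −0.017 (other split). The innate set turned to −0.0040 (median-ratio scaling) and −0.019 (other split) and ranged from −0.0073 (without WT replicate 2) to 0.016. Signaling by interleukins turned to 0.00031 (voom) and ranged from −0.025 to 0.0092 (without WT replicate 4). Toll-like receptor cascades turned to 0.0034 (quantile normalization) and 0.012 (voom) and ranged from −0.023 to 0.012 (without NSG replicate 3). Interferon signaling turned to 0.0055 (voom) and ranged from −0.036 to 0.034 (without NSG replicate 3). Class I MHC peptide loading turned to −0.0032 (other split) and ranged from −0.040 (without NSG replicate 1) to 0.058.

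Among host cell marker scores, median-ratio scaling took the monocyte score against WT (0.28) and the MHC-II score against NSG (0.26) past an exact p of 0.05. With a library left out, the sex-linked score against WT ranged from −0.016 (without *Rag2*-/- replicate 3) to 0.15. Between NSG and WT, the T and NK cell score ranged from −0.0073 (without WT replicate 2) to 0.052, the erythroid score from −0.041 (without NSG replicate 1) to 0.077, the sex-linked score from −0.067 to 0.0058 (without WT replicate 3) and the NK cell ligand score from −0.013 (without NSG replicate 2) to 0.038.

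Among single genes, *Ctsg* against WT turned from 0.014 to −0.041 (quantile normalization), −0.012 (median-ratio scaling), −0.0052 (voom) and −0.065 (other split), and ranged from −0.030 (without *Rag2*-/- replicate 4) to 0.072. *Raet1e* against WT turned from 0.052 to −0.025 (quantile normalization), −0.044 (voom) and −0.069 (other split), and ranged from −0.11 (without *Rag2*-/- replicate 3) to 0.22; against NSG it ranged from −0.14 (without NSG replicate 1) to 0.24. *Raet1d* against NSG ranged from −0.32 to 0.0079 (without *Rag2*-/- replicate 4). *Igkc* against NSG, at or near 0 in both groups, ranged from −0.19 to 0.093 (without NSG replicate 1), values that depend on the pseudocount and are no folds. Of the other values of single genes, 82 were weaker and 6 stronger among alternatives on all 12 libraries or on 8, and 133 weaker and 10 stronger among fits without a library. Reads limit genes under about 1 TPM, where 3 reads on 1 kb give 0.499 to 1.29 TPM.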

Differences from the paper's values

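No test in this part was chosen only after the result was seen, except voom, which is named as such. The genes called were fewer than in the paper's gene lists (Supplementary Data 1). Those lists carry columns named logCPM and PValue, while the methods name limma, and the titles above both lists for *Rag2*-/- against NSG read *Rag2*-/- against WT, so these were assigned by the names of their sheets. Higher than in WT were 172 genes against the paper's 431, and lower 49 against the paper's 287. Higher than in NSG were 29 against the paper's 136, and lower 3 against the paper's 33. Between NSG and WT, 0 genes were higher against the paper's 19, and 0 lower against the paper's 10; 1377 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, no limit on the fold change gave 309 genes higher than in WT, within 1.5 times the paper's 431. Of these 309, however, 146 are not among the paper's genes, against 10 of the 172 with the limit, and the paper's lists apply the limit. None of the other alternatives came within 1.5 times the paper's count, and none at all for the other 5 counts.

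For log2 fold changes, 28 pairs of a gene and a comparison stand first in the paper's lists and were tested here. All 28 have the same sign, and 23 differ by less than the spread between libraries. For *Ltf* against NSG the value was 4.10 and the paper's is 5.57, and for *Retnlg* 5.26 and the paper's 6.55. For *Gm46223* against NSG it was −2.83 and the paper's −4.88, and for NSG against WT 2.50 and the paper's 3.65. For *Igkc* in NSG against WT it was −2.65 and the paper's −5.67. A pseudocount of 0.1, set before the data were examined, closed each of these gaps, with 5.47, 6.80, −4.60, 3.89 and −5.05 in the same order. For *Retnlg* against NSG, the fits without *Rag2*-/- replicate 4 (5.84) and without NSG replicate 1 (5.505) also came within the spread, while *Ltf* and *Mmp9* against WT and *Jag1* in NSG against WT left it without some libraries. The other alternatives set before the data were examined did not. Voom on estimated reads, chosen after seeing the values, also closed them, with 5.51, 6.04, −4.50, 3.53 and −4.19. In each of these pairs 1 group is at or near 0, so the fitted value depends on the pseudocount. *Zic1* and *Igha*, in the paper's lists for NSG against WT, were below the filter.

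The paper's list of genes lower than in NSG holds *Mpo*, which was not called here (log2 fold change −1.69, adjusted p = 0.0968 in limma). It was called without *Rag2*-/- replicate 4 (adjusted p = 0.0138) or without NSG replicate 3, and with voom, chosen after seeing the values (adjusted p = 0.0339, over a range of 0.0339 to 0.237 across the alternatives). On the other alternatives it was not.

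The paper states that MLL-AF9 cells from *Rag2*-/- mice expressed more surface MHC-I. The flow cytometry used other, male mice and measured protein. At the mRNA level, the *H2-K1* log2 fold change was −0.40 against WT (adjusted p = 0.134 in limma) and none of the 23 MHC-I genes was called in the main analysis. Voom, chosen after seeing the data, called *H2-K1* lower than in NSG (adjusted p = 0.0452).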

Other observations

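The tests of depth, of pseudogenes and of gene length in this part and the fits along or with the other split were chosen only after the result was seen, while the counts over the 35 splits of the libraries were set beforehand.

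Of the 35 ways to split the 8 *Rag2*-/- and WT libraries into 4 and 4, 1, the real one, gave as many as 221 genes called, and the largest of the others gave 1 gene. Of the 35 splits of the *Rag2*-/- and NSG libraries, 2 gave 32 genes: the real one, and *Rag2*-/- replicates 1 and 2 with NSG replicates 3 and 4 against the rest. Of the 35 splits of the NSG and WT libraries all 35 gave at least the 0 genes of the real one, with up to 3. The 32 genes called against NSG thus have as large a count under a split that is not the host. With that split as a factor, 13 genes were higher and 2 lower than in NSG, and 113 higher and 37 lower than in WT.

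Along this split, 225 genes differed in limma at an adjusted p below 0.05, with no limit on the fold change. Of these, 123 were higher and 102 lower in *Rag2*-/- replicates 3 and 4 and NSG replicates 1 and 2. An unadjusted p under 0.05 was reached by 2672 genes. Without the limit, 420 genes differed between *Rag2*-/- and WT mice and 39 between *Rag2*-/- and NSG mice. Pseudogenes were 14.7% of these genes against 10.0% of all tested genes. The median exon length was 3625 bases in the higher and 1830 in the lower genes, against 3363 over all tested genes. Pseudogenes were 33 of the 225 genes, and long or short genes were not counted. Reads shared with pseudogenes and gene length stay open, since the genes were chosen for the split. They cannot be told apart from a difference in library preparation. The labels and the paper give no batch.

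Libraries from *Rag2*-/- mice had a median of 14.2 estimated reads in units of 1000000, against 8.46 in WT libraries. After thinning the estimated reads to the smallest library (7.99 in the same units), 158 genes were higher and 43 lower than in WT, 18 higher and 3 lower than in NSG, and 0 higher and 1 lower in NSG than in WT. Of the genes higher than in WT after thinning, 135 are among the 172 called on the full libraries, and of the lower ones 33 are among the 49. Against NSG it was 15 of 29 and 2 of 3. Greater depth therefore does not account for most of the calls against WT.

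Values that belong at no claim are as follows. The NK cell ligand and checkpoint score differed by 0.071 from WT (exact p = 0.114) and by 0.064 from NSG (exact p = 0.229). Of the ligands the paper measured by flow cytometry in other mice (Fig. 2e), *H2-T23* (Qa-1b) was at 101 to 150 TPM over the 12 libraries and *Ulbp1* (Mult1) at 58.5 to 77.3 TPM. *Raet1d* was at 0.587 to 5.25 TPM and *Raet1e* at 0.833 to 3.03 (Rae1). None of the 4 genes was called; *Raet1d* had log2 fold changes of 0.42 against WT (adjusted p = 0.507 in limma) and −0.14 against NSG (adjusted p = 0.907), and *Raet1e* of 0.052 (adjusted p = 0.941) and 0.054 (adjusted p = 0.966). *B2m* was at 3638 ± 939 TPM (SD, n = 4) in *Rag2*-/-, 4067 ± 507 in WT and 5005 ± 1363 in NSG libraries. *Rag2* was at 0.569 TPM and *Klrb1c* (NK1.1) at 0.927 TPM in *Rag2*-/- libraries, near the limit of detection.

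For the lists not given above, the scores differed from WT and from NSG as follows. The MHC-II score was higher by 0.34 and 0.27 (exact p = 0.0286 each), although the 5 genes tested had medians of 0.024 and −0.0056. The monocyte score was higher by 0.31 and 0.43 (exact p = 0.0286 each), although the 11 genes tested had a median of −0.0099 against WT, and the erythroid score by 0.21 and 0.18 (exact p = 0.0286 and 0.114). The sex-linked score differed by 0.099 and 0.13 (exact p = 0.600 and 0.429). *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were listed at 0 in all 12 libraries. *Hba-a1* was at most 6.42 TPM, and *Car1* was above 0 in *Rag2*-/- libraries alone, at 0.533 to 1.93 TPM. The smallest p that 4 against 4 libraries allow is 0.0286, which became 0.0686 over 48 tests.

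The study's gene lists hold the study's own calls on these libraries, so the overlap is not independent evidence. Of their genes, 619 of 718, 147 of 169 and 22 of 29 were tested, all with the paper's sign. Of the genes called here, 162 of 172 and 48 of 49 against WT and 28 of 29 and 3 of 3 against NSG are among the paper's. Within the paper's higher and lower lists, the Spearman correlation of the log2 fold changes was 0.914 and 0.855 against WT and 0.951 and 0.938 against NSG.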
